# Partial defoliation of *Brachypodium distachyon* plants grown in petri dishes under low light increases P and other nutrient levels concomitantly with transcriptional changes in the roots

**DOI:** 10.7717/peerj.7102

**Published:** 2019-06-13

**Authors:** Wei Wang, Sunil Kumar Singh, Xiwen Li, Hui Sun, Yu Yang, Min Jiang, Hailing Zi, Renyi Liu, Huiming Zhang, Zhaoqing Chu

**Keywords:** *Brachypodium distachyon*, Transcriptome, Defoliation, Grass, Nutrition

## Abstract

**Background:**

There have been few studies on the partial defoliation response of grass. It has been unclear how partial defoliation may affect roots at the levels of nutrient accumulation and transcriptional regulation. Hereby we report a comprehensive investigation on molecular impacts of partial defoliation by using a model grass species, *Brachypodium distachyon*.

**Results:**

Our Inductively Coupled Plasma Mass Spectrometry analyses of *B. distachyon* revealed shoot- and root-specific accumulation patterns of a group of macronutrients including potassium (K), Phosphorus (P), Calcium (Ca), Magnesium (Mg), and micronutrients including Sodium (Na), iron (Fe), and Manganese (Mn). Meanwhile, our genome-wide profiling of gene expression patterns depicts transcriptional impacts on *B. distachyon* roots by cutting the aerial portion. The RNAseq analyses identified a total of 1,268 differentially expressed genes in *B. distachyon* with partial defoliation treatment. Our comprehensive analyses by means of multiple approaches, including Gene Ontology, InterPro and Pfam protein classification, KEGG pathways, and Plant TFDB, jointly highlight the involvement of hormone-mediated wounding response, primary and secondary metabolites, and ion homeostasis, in *B. distachyon* after the partial defoliation treatment. In addition, evidence is provided that roots respond to partial defoliation by modifying nutrient uptake and rhizosphere acidification rate, indicating that an alteration of the root/soil interaction occurs in response to this practice.

**Conclusions:**

This study reveals how partial defoliation alters ion accumulation levels in shoots and roots, as well as partial defoliation-induced transcriptional reprogramming on a whole-genome scale, thereby providing insight into the molecular mechanisms underlying the recovery process of grass after partial defoliation.

## Introduction

Defoliation by means of cutting causes mechanical damage (MD) to plants, which need to respond quickly and to adapt to such a challenge. Defoliation by insect herbivory (HD) or MD led to a rapid and transient reduction of non-structural carbohydrates in all tissues examined (Castrillon-Arbelaez et al., 2012). The physiological and biochemical responses to increasing levels of mechanical leaf removal up to total defoliation were quantified. Tolerance appeared to be dependent on various factors: (i) amount of lost tissue; (ii) mechanics of leaf tissue removal; (iii) environment, and (iv) species tested (Vargas-Ortiz et al., 2013). The biochemical processes underlying partial defoliation are often accompanied by source-sink transitions affecting carbon (C) metabolism, but could not compensate when defoliation occurred during flowering (Vargas-Ortiz, Délano-Frier & Tiessen, 2015). In plants, the defense network in response to wounding largely overlaps with the responses activated by pathogen attack and herbivore injury (Reymond et al., 2000; Arimura, Kost & Boland, 2005; Rehrig et al., 2014). Plant responses to stress conditions may be classified into two stages. The first stage is known as the sensory/activation stage, followed by the second stage, that is, physiological stage, during which plants respond to the perceived stress (Priest et al., 2014). Perception of stress cues can be followed by actions of secondary messengers such as calcium and inositol phosphates, as well as by production of reactive oxygen species (ROS) (Zhu, 2001; Priest et al., 2014) and other signaling molecules such as ethylene (ET) and jasmonic acids (JA) (Turner, Ellis & Devoto, 2002; Koo & Howe, 2009; Jacobo-Velázquez, González-Agüero & Cisneros-Zevallos, 2015). The Ca^2+^ ions further initiate various phosphorylation cascades mediated by Ca^2+^-binding proteins which subsequently affect different transcription factors (TF), resulting in the production of stress-responsive proteins and secondary metabolites to combat the wounding stress. For example, carrots produce some phenolic compounds such as caffeoylquinic acids at site of wounding in response to the stress (Jacobo-Velázquez et al., 2011). Likewise, synthesis of nicotine is stimulated by mechanical wounding in tobacco (Xi, Li & Zhang, 2008). As a common practice for grass or forage crops, defoliation causes severe MD to plants, yet how defoliation impacts roots at the molecular level on a whole-genome scale remains to be elucidated.

For grass or forage crops, defoliation by mowing or by animal grazing is a common practice, which removes a significant portion of the above-ground parts of plants for managing grassland or for feeding ruminants. Defoliation drastically impacts plant growth because it removes leaves that are the photosynthesis active organ (Ludlow & Charles-Edwards, 1980; Parsons et al., 1983). After defoliation, the demand of energy for subsequent growth of new leaves and for respiration is far from being fulfilled by the remaining photosynthesis activity; instead, the energy demand is met by utilization of starch and mobilization of water-soluble carbohydrates such as glucose, fructose, sucrose, and fructans, from the reserves in the remaining stubbles (Donaghy & Fulkerson, 1997; Morvan-Bertrand et al., 2001). It has been demonstrated that the nutrients mobilized are mainly utilized by growing leaves (Prud’homme et al., 1992; De Visser, Vianden & Schnyder, 1997). The effect of defoliation is also evident by cessation or reduced root growth (Davidson & Milthorpe, 1966; Ryle & Powell, 1975; Jarvis & Macduff, 1989). Several studies have been conducted to investigate the effects of defoliation on plant nitrate uptake (Millard, Thomas & Buckland, 1990; Thornton & Millard, 1996, 1997). In contrast, it has been unclear how defoliation may influence homeostasis of metal ions, such as potassium (K^+^) and calcium (Ca^2+^) that are essential nutrients, in plants.

Grasses are important forage and horticulture plants. The introduction of *Brachypodium distachyon* as a model species for grass family by Draper et al. (2001) has greatly facilitated unraveling the unique nature of grass species in response to different environmental cues. In 2010, the genome of *B. distachyon* inbred line 21 (Bd21) was reported as the first mapped genome of the Pooideae family (International Brachypodium Initiative, 2010). Since then, lots of studies have been carried out with grass species to investigate various questions, such as the effects of partial defoliation on soil surface temperature and moisture (Wan, Luo & Wallace, 2002), availability of light to plants (Parr & Way, 1988), CH_4_ uptake in relation to soil microbial growth (Zhou et al., 2008; Gavrichkova et al., 2010) and CH_4_ uptake fluxes (Zhang et al., 2012). Cruz (1997) reported that effect of shade on the growth and mineral nutrition of a C4 perennial grass under field conditions, Kitchen, Blair & Callaham (2009) reported that annual fire and mowing altered biomass, depth distribution, and C and N content of roots and soil in tallgrass prairie and Eom et al. (1999) reported the effect of fire, mowing and fertilizer amendment on arbuscular mycorrhizas in tallgrass prairie. In contrast, genome-wide transcriptional impact of partial defoliation on grass roots has been unclear. It has also been unclear how partial defoliation may alter root ion uptake of soil nutrients and their whole-plant accumulation patterns. Nutrient uptake by roots can be affected by rhizosphere acidity, because of the electron charges across the root plasma membrane need to be balanced, and because rhizosphere acidification by root proton exudation can increase solubility and therefore availability of some nutrients such as phosphorus in calcareous soil (Rao et al., 2002). It is also unknown whether partial defoliation can affect other root characteristics such as rhizosphere acidification in grass plants. In this study, we investigated the impacts of partial defoliation on *B. distachyon*. Our inductively coupled plasma mass spectrometry (ICP-MS) analyses revealed shoot- and root-specific accumulation patterns of a group of macronutrients including potassium (K), Phosphorus (P), Calcium (Ca), Magnesium (Mg), and micronutrients including Sodium (Na), iron (Fe), and Manganese (Mn) accompanied by reduced rhizosphere acidification by *B. distachyon* roots. Meanwhile, our genome-wide profiling of gene expression patterns depicts transcriptional impacts on *B. distachyon* roots by cutting the aerial portion.

## Materials and Methods

### Plant growth conditions

The grass species *B. distachyon* was used in this study. Seeds were surface sterilized by 75% ethanol for 5 min, then by 10% NaClO for 30 min, and were washed three times by sterilized distilled water. The seeds were then subjected to imbibition for another 12 h before sown in sterilized transparent plastic boxes (5 × 10 × 8 cm), which contain 200 mL 1/2-strength Murashige and Skoog *medium* (MS medium) with 1% sucrose and 0.65% agar, pH adjusted to 5.7. A total of 20 seeds were sown in each box. Seedlings in the boxes were grown in a plant growth chamber at 23 °C, 55% humidity, and 75 μmol·m^2^·s^−1^ light intensity under a 16-h light/8-h dark photoperiod.

### Leaf-cutting treatment and sample harvesting

For leaf-cutting assay, 2-week-old seedlings grown in each box were divided into two halves, one for treated and the other for control. Pruned seedlings were cut by scissors and 1/3 stub was left for each plant (Fig. S12). The remaining half in the same box was used as control plants. After treatment, plants were allowed to continue growth as indicated in the Figures and Tables before being harvested for further analyses.

### ICP-MS analysis of ion contents

A total of 2-week-old *B. distachyon* plants were pruned as described above. Plant shoots and roots were separately collected, and then washed with deionized double-distilled water (DD H_2_O) for four times and dried at 70 °C in an oven for 3 days. After cooling, 5–10 mg dried plant samples were digested with five mL nitric acids at 140 °C in a digestion block for 1.5 h. The digests were diluted 10-folds with sterile DD H_2_O and then subjected to element measurements including Na, Mg, P, K, Ca, Mn, and Fe by using ICP-MS (NexION 300D; PerkinElmer, Waltham, MA, USA). Ion concentrations were calculated based on sample dry weights. Blank samples were run before and after the plant tissue samples to ensure the cleanness of the detection system. Indium as an standard reference materials was used and the recovery rate was between 99% and 105%. Values are mean ± SD, *n* ≥ 3 biological replicates. Asterisks indicate statistical significance, student *t*-test, *p* < 0.05.

### Gene expression profiling by RNAseq

A total of 2 days after treatment (DAT), Trizol reagent (15596; Ambion, Suwanee, GA, USA) was used to isolate total RNA from roots of intact and pruned plants. RNA was treated with DNase (Turbo) to remove any genomic DNA contamination. Each sample has three biological replicates. Library construction and deep sequencing were performed by the Core Facility of Genomics in Shanghai Center for Plant Stress Biology, China. The sequence data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE101500.

The libraries were sequenced on Illumina Genome Analyzer II and 150 bp paired-end reads (R1 and R2) were produced. We used FastQC (Andrews, 2010) to perform quality control checks and found the R2 reads in two treatment samples (T-2 and T-3) were of low quality (Fig. S4) while both R1 and R2 reads from other samples were of excellent quality, therefore we only used R1 reads for T-2 and T-3 samples and used paired-end reads for other samples to do subsequent analysis. We used SolexaQA and cutadapt to remove low quality regions and adapter sequences from the raw reads and the resulted clean reads with length larger than 25 nt and a Phred quality score larger than 17 were aligned to the genome of *B. distachyon* from phytozome v11 (International Brachypodium Initiative) using Tophat2.01 with default parameters (Chen, Lun & Smyth, 2014). Two mismatches were allowed for each read and both ends with reasonable distance were considered a good mapping result when using paired-end reads as input. The rate of unique mapping all reached to 80% in all samples (Fig. S10). The uniquely mapped reads were selected for gene counting. 

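Correlations across genes were computed between the 6 root libraries on log2(RPM + 0.5), where RPM is the deposited unit of reads (reads of a gene per 1000000 reads of its library), for the 19538 genes of the deposited table. Between replicates of intact roots, Pearson's r was 0.994 to 0.996 over 3 pairs of libraries. Between replicates of pruned roots, it was 0.995 to 0.996 over 3 pairs. The 9 pairs of an intact and a pruned library had lower values, from 0.970 to 0.974. Genes are not independent replicates, so these values carry no test. A pseudocount of 0.1 in place of 0.5 moved the lowest value between replicates most, to 0.993. In a principal component analysis of the same values, the first component held 79.6% of the variance. On this component the intact libraries lay between -33.1 and -31.2, and the pruned libraries between 32.0 and 32.7. The second component held 7.45% of the variance.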

The correlation coefficients between replicates of each sample are more than 99% (Fig. S11) and the replicates are clustered in the PCA graph (Fig. S4). Differential expression analysis was performed using edgeR 3.8.6 (Kim et al., 2013). Differentially Expressed genes (DEGs) are defined as fold change ≥ 1.5 and FDR ≤ 0.05. DEGs were conducted with gene ontology (GO) enrichment analysis (Alexa, Rahnenfuhrer & Lengauer, 2006). GO terms with *p*-value ≤ 0.001 were selected as significant enriched. Orthologs identification was performed by using the web server viz. g:profiler (Reimand et al., 2016). TF target gene identification was performed by using the TF enrichment function of the web server-Plant Transcriptional Regulatory Map (Jin et al., 2017).

### Rhizosphere acidification detection

Rhizosphere pH change in the medium was determined by a pH indicator visualization assay (Yi & Guerinot, 1996). The medium contains 1/2-strength MS medium with 1% sucrose and 0.7% agar, 0.2 mM CaSO_4_ and the pH indicator bromocresol purple (0.006%). The pH of the medium was adjusted to 6.5 with NaOH. *B. distachyon* plants were initially grown in medium without pH indicator and were treated as described above. At 1, 2, and 3 days after the cutting treatments, plants were transferred to the medium with pH indicator for 24 h before taking pictures. Quantification of rhizosphere acidification was performed according to Yao & Byrne (2001).

### Quantitative real time PCR analysis

Total RNA (50–100 mg) was isolated from root and shoot of *B. distachyon* using RNAzol^®^RT (MRC, Cincinnati, OH, USA) following manufacturer’s instruction. RNA sample were quantified using NanoDrop 2000 (Thermo Scientific Inc., Waltham, MA, USA) and stored at −80 °C till further use. Total RNA (1.0 μg) was converted to ss-cDNA using Transcript one-step gDNA removal and cDNA synthesis Super mix (Transgen, Beijing, China) as per manufacturer’s protocol. qRT-PCR reactions were performed in BIO-RAD C1000 Touch™ Thermal cycler system using iTaq™ universal SYBR^®^ green Supermix qPCR Kit (BIO-RAD, Hercules, CA, USA). Total cDNA was diluted to ∼25 ng/μL and a total 100 ng was used in a 20 μL reaction mixture. For each reaction, three technical replicates were used along with no template control to check for contaminants. The following thermal cycling programme was used for all qRT-PCR reactions: 3 min at 95 °C, 3 s at 95 °C and 45 s at 60 °C for 40 cycles, which includes data acquisition. Finally, a dissociation curve analysis was performed from 65 to 95 °C in increments of 0.5 °C, each lasting for 5 s, to confirm the presence of a specific product. Concentration of ACT2 (At3g18780) was used to normalize the gene expression in different samples. Log fold change in expression values were calculated using the 2^−ΔΔCT^ method (Livak & Schmittgen, 2001).

## Results

### Cutting aerial portions alters nutrient uptake patterns in *B. distachyon*

To examine the impact of partial defoliation on nutrient uptake in *B. distachyon*, we performed ICP-MS to measure the levels of a group of macronutrients which including K, P, Ca Mg, and micronutrients including Na, Fe, Mn elements in both roots and shoots. Compared to the intact plants, roots of *B. distachyon* with defoliation showed 38% and 19% increases in Fe levels at 4 days and 7 DAT, respectively; whereas Fe levels in shoots were similar between the pruned and the intact plants (Fig. 1A). The elevation in Fe contents in pruned plants thus seems consistent with an increased demand of Fe for restoration of photosynthesis organ after defoliation. Similar to Fe, accumulation of Calcium (Ca) was increased in roots by cutting the aerial portion. At 4 and 7 DAT, the levels of Ca in pruned roots were 13% and 22% greater than those in intact roots (Fig. 1B). Interestingly, defoliation caused a reduction in shoot Ca levels initially at 4 DAT, while at 7 DAT, Ca levels were higher than those in intact plants.

**Figure 1:**
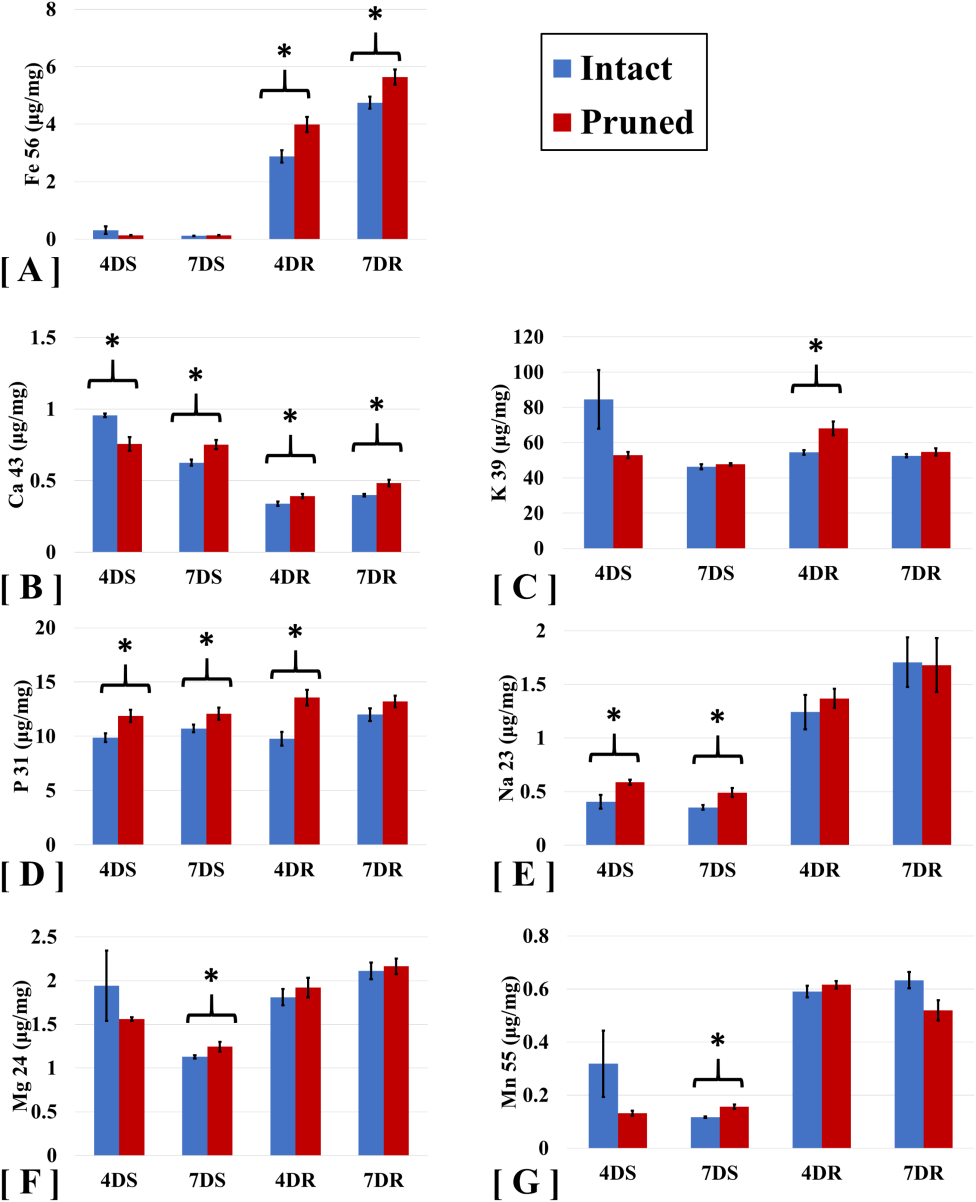
ICP-MS analyses of ion accumulation levels in *Brachypodium distachyon* shoots and roots. Ions analyzed include (A) Iron (Fe), (B) Calcium (Ca), (C) Potassium (K), (D) Phosphorous (P), (E) Sodium (Na), (F) Magnesium (Mg), and (G) Manganese. Samples were collected at 4 and 7 days after treatment (4D and 7D) and separated into shoots (S) and roots (R). Values are mean ± SD, *n* ≥ 3 biological replicates. Asterisks indicate statistical significance, student *t*-test, *p* < 0.05.

Potassium (K) and phosphorus (P) are two major macronutrients necessary for normal plant growth and development. As expected, these two nutrient elements were detected at levels clearly higher than the other elements examined, including Ca, Fe, Mg, Mn, and Na (Fig. 1). Cutting the aerial portion also elevated P levels by 25% and 43% in the shoots and the roots, respectively, in *B. distachyon* at 4 DAT (Fig. 1D). The pattern of increased P accumulation in pruned plants was maintained at least by the time of 7 DAT, although the difference between the pruned and intact plants became less significant compared to that at 4 DAT.

Our ICP-MS analyses of *B. distachyon* ionome also detected defoliation-induced alteration in the levels of sodium (Na), Magnesium (Mg), and Manganese (Mn) (Table 1). As shown in Fig. 1E, accumulation of Na displayed higher levels in roots compared to those in shoots. Cutting *B. distachyon* leaves did not affect Na accumulation in roots at either 4 or 7 DAT, however, the treatment resulted in higher levels of Na in shoots at both 4 and 7 DAT (Fig. 1E). At 4 days after cutting, shoot Mg and Mn levels seemed to be reduced in the pruned plants, albeit no statistical difference was observed when comparing the pruned with the intact samples; in contrast, the cutting treatment resulted in altered levels of both Mg and Mn with statistical significance at 7 DAT (Figs. 1F and 1G).

**Table 1:** Cutting aerial portions alters nutrient uptake patterns in *B. distachyon*

	Fe 56 (ug /mg)		% change	Ca 43 (ug /mg)		% change	K 39 (ug /mg)		% change	P 31 (ug /mg)		% change	Na 23 (ug /mg)		% change	Mg 24 (ug /mg)		% change	Mn 55 (ug /mg)		% change
	T	C		T	C		T	C		T	C		T	C		T	C		T	C	
4DS	0.14	0.32	−57.15	0.76	0.96	−20.92	51.37	56.39	−8.91	11.89	9.88	20.37	0.59	0.41	44.54	1.56	1.94	−19.66	0.13	0.32	−58.70
7DS	0.14	0.12	12.47	0.75	0.63	20.11	48.30	46.10	4.76	12.07	10.71	12.68	0.49	0.35	39.48	1.24	1.13	10.22	0.16	0.12	34.05
4DR	3.99	2.89	38.26	0.39	0.34	15.86	69.13	53.56	29.06	13.57	9.77	38.83	1.37	1.24	10.28	1.92	1.81	6.17	0.62	0.59	4.37
7DR	5.64	4.75	18.82	0.48	0.40	21.40	55.38	51.69	7.14	13.21	12.00	10.10	1.68	1.71	−1.53	2.16	2.11	2.52	0.52	0.63	−17.87
4 D shoot/root	0.03	0.11	−69.01	1.93	2.83	−31.75	0.74	1.05	−29.42	0.88	1.01	−13.30	0.43	0.33	31.06	0.81	1.07	−24.33	0.21	0.54	−60.43
7 D Shoot/root	0.02	0.03	−5.35	1.55	1.57	−1.06	0.87	0.89	−2.23	0.91	0.89	2.34	0.29	0.21	41.64	0.57	0.53	7.52	0.30	0.18	63.23

**Notes:**

Nutrient element concentrations including Na, Mg, P, K, Ca, Mn, and Fe was measured by ICP-MS analysis. Ion concentrations were calculated based on sample dry weights.

DS, treatment after days of shoots; DR, treatment after days of roots; T, treatments; C, control.

### Partial defoliation strongly impacts *B. distachyon* root transcriptome

To better understand how leaf-cutting affects the below-ground portion of *B. distachyon* at transcriptional level, we profiled root gene expression patterns on a whole-genome scale by performing RNAseq analyses. 

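Root RNA was sequenced as 3 libraries of intact plants and 3 libraries of pruned plants, collected 2 days after the cutting of seedlings grown for 2 weeks. The authors trimmed reads of 150 nt, mapped them with Tophat and counted the uniquely mapped reads of each gene. For pruned replicates 2 and 3 only R1 reads were used, and paired-end reads for the other 4 libraries. The deposited values are RPM, which sum to 1000000 in each library, so they are scaled to the reads counted on the 19538 listed genes. Each listed gene has at least 1 RPM in at least 3 libraries. All values of a library are whole multiples of its smallest step, and the steps gave back the reads counted. The intact libraries held 18150223 to 21292543 reads with a median of 18790356, and the pruned libraries held 17278649 to 28420464 reads with a median of 26518230.

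Pruned and intact roots were compared with limma on log2(RPM + 0.5), with a trend of the variance on the intensity and with Benjamini-Hochberg adjustment over the 19538 genes. Genes with an adjusted p of at most 0.05 and at least 2-fold change were taken as DEGs. Log2 fold changes are of pruned over intact roots, all tests are two-sided, and RPM are given as mean ± SD of 3 libraries. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a p lower than 0.1. Gene lists were taken by their identifiers from Tables S1 to S4, and only where the table shows every gene of a GO term. The study took these lists from its DEGs of the same libraries. Counts of genes with an adjusted p of at most 0.05, over all genes or the list alone, are therefore no independent evidence. Of all 19538 genes, 9830 had such an adjusted p. With the edgeR exact test, all 745 listed identifiers passed with a rounded ratio of mean RPM of at least 1.5 or at most 0.7. Median fold changes of a list therefore partly reflect this choice. The printed fold change was within 0.1 or 10% of the ratio of mean RPM for 17 of 322 entries of Table S2, 33 of 115 entries of Table S3 and 8 of 8 entries of Table S6. Values given here are those of the listed identifiers in the deposited table. For the gene lists, the annotations printed beside them were used only for the gibberellin entries of Table S3. The closing checks of the supplementary tables also use the auxin annotations of Table S3 and the names in Tables S2 and S4. Bradi3g13370 and Bradi1g34250 carry different annotations in Tables S3 and S6, so a matching fold change does not settle an annotation.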

The transcriptome of intact roots and their pruned counterparts were compared at 2 days after the cutting treatment. A total of 1,268 DEGs were identified with ≥ 2-fold change, demonstrating a strong impact on the roots by cutting the aerial portion. 

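In the deposited RPM, 833 genes were DEGs, and 9830 genes had an adjusted p of at most 0.05 whatever their fold change. All pruned libraries lay on one side of all intact libraries for 823 of the 833 DEGs. The same held for 10950 of all genes (56.0%), where chance gives 10%. Taking the fold change as the ratio of mean RPM in place of the fitted value gave 1076 DEGs. With the fold change threshold of 1.5 given in the methods, the number was 2557. From the number of genes with at least 2-fold change, the paper concludes that cutting the aerial portion had a strong impact on the roots.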

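Expression in pruned roots was higher for 496 DEGs, with a median log2 fold change of 1.27, and lower for 337 DEGs, with a median of -1.38. The higher DEGs made up 59.5% of the total, and 51.1% after quantile normalization of the libraries. Among DEGs with a mean of at least 1 RPM and no overlap between the groups, the largest rise was that of Bradi2g41060, from 1.47 ± 0.234 RPM in intact roots to 49.4 ± 0.682 RPM in pruned roots (log2 fold change 4.67, standard error 0.10, adjusted p = 6.8e-21). Bradi1g25440 rose from 2.52 ± 0.804 to 66.2 ± 3.78 RPM (log2 fold change 4.50, standard error 0.13, adjusted p = 2.1e-18). The next 3 rises had log2 fold changes of 3.89 to 4.47. This order is by log2 fold change on log2(RPM + 0.5), where the pseudocount lowers the changes of genes near 0 RPM most. By the ratio of mean RPM, Bradi1g35285 (40.7) rose more than Bradi2g41060 (33.6), although its log2 fold change was 2.94. The largest fall was that of Bradi3g54950, from 75.5 ± 2.42 to 1.02 ± 0.0784 RPM (log2 fold change -5.64, standard error 0.09, adjusted p = 3.5e-23). Bradi1g17961 fell from 58.7 ± 2.84 to 5.44 ± 0.451 RPM (log2 fold change -3.32, standard error 0.08, adjusted p = 3.3e-20). The next 3 falls had log2 fold changes of -3.31 to -3.002. The gene at -3.31 had 21.5 RPM in pruned replicate 1 and 0.528 RPM in pruned replicates 2 and 3, and its fall was -0.36 in pruned replicate 1 alone against the intact libraries. Over the alternatives its adjusted p ranged from 7.9e-31 to 0.298, the latter with DESeq2.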

Among all the DEGs, 731 and 537 DEGs are upregulated and downregulated (Fig. S1A). Although the genome of *B. distachyon* has been reported (International Brachypodium Initiative, 2010), detailed information of gene function is still largely limited. In the pruned *B. distachyon*, 55% of the DEGs showed GO annotations (Fig. S1B). Subsequently, all the genes were subjected to GO ontology assignment against the *B. distachyon* genome database (available at GO enrichment database of PlantRegMap), in order to classify them by various biological pathways. Three independent ontological classes were used for classifying the DEGs including biological processes, molecular function, and cellular components (Ashburner et al., 2000). DEGs that had GO annotation can be further classified into 110 significant GO terms (*p* < 0.01) with 72 biological processes, 33 molecular function, and five cellular components (Table S1). The top 20 biological processes GO terms and the top 20 molecular function GO terms are shown in Fig. S1, together with the GO terms of five cellular components.

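Table S1 lists 2 genes under cellular response to iron ion starvation, Bradi2g60970 and Bradi2g61050, and both were lower in pruned roots. Bradi2g60970 fell from 3.24 ± 0.472 to 1.37 ± 0.253 RPM (log2 fold change -0.999, standard error 0.16, adjusted p = 1.7e-05). Bradi2g61050 fell from 68.5 ± 3.00 to 41.1 ± 1.95 RPM (log2 fold change -0.73, standard error 0.06, adjusted p = 1.3e-10). Both genes also had an adjusted p of at most 0.05 when adjusted over the list alone. In every pruned library both genes were below every intact library.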

Consistent with the elevated iron accumulation in pruned *B. distachyon* (Fig. 1A), the GO term “cellular response to iron ion starvation” was identified (Table S1). The enriched GO terms for ion homeostasis and binding also include “potassium ion binding,” “magnesium ion binding,” and “alkali metal ion binding,” which can be correlated with the altered accumulation of these two metal ions and Na^+^ as observed by ICP-MS (Fig. 1).

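The terms potassium ion binding and alkali metal ion binding of Table S1 list the same 3 genes, all of them lower in pruned roots. The same 3 genes make up the term pyruvate kinase activity and are among the 8 of glycolytic process. Their fall is therefore no separate finding on ion homeostasis. Bradi2g10530 fell from 284 ± 11.5 to 176 ± 5.22 RPM, a log2 fold change of -0.69 (adjusted p = 6.9e-12). Bradi5g26140 fell from 926 ± 2.59 to 466 ± 16.4 RPM, a log2 fold change of -0.99 (adjusted p = 2.3e-15). Bradi4g42810 fell from 900 ± 15.1 to 465 ± 12.0 RPM, a log2 fold change of -0.95 (adjusted p = 4.2e-15). Magnesium ion binding lists 10 genes, of which 9 were lower and 1 was higher. Their median log2 fold change was -0.87, with a range from -1.49 to 0.84, and the 3 genes of potassium ion binding are among them. Ion homeostasis lists 14 genes, of which 8 were lower and 6 higher, with a range from -1.02 to 2.00. Each gene of these terms had an adjusted p of at most 0.05, both over all genes and when adjusted over the list alone.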

### Partial defoliation induces transcriptional alterations on plant ion homeostasis, hormones, primary and secondary metabolites, and wound stress

All the GO terms obtained were further subjected to removal of redundancy by using REVIGO (Supek et al., 2011). The REVIGO analysis for 110 GO terms clearly grouped them into six major clusters (Fig. 2), which reveals that partial defoliation leads to differential expression of genes pertaining to stress and TF (Fig. 2A), hormone mediated ion homeostasis (Fig. 2B), secondary metabolism and transportation of its metabolites (Figs. 2C and 2D), cell organization (Fig. 2E) and primary metabolism (Fig. 2F) in *B. distacyon*. Moreover, these DEGs may further be classified into different gene functional groups based on the shared biological function (Table S2), with the top three most shared function being transcription regulation (60 DEGs), stress response (48 DEGs), and signal transduction (43 DEGs). Together these GO patterns display a complex regulatory network at transcriptional level underlying *B. distachyon* response to the partial defoliation treatment.

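By the identifiers of Table S2, 37 of the 60 genes of the transcription regulation group were higher in pruned roots and 23 were lower. An adjusted p of at most 0.05 was found for 58 of them over all genes, and for 60 when adjusted over the list alone. Log2 fold changes in this group ran from -2.78 to 1.72, with a median of 0.69. In the stress response group, 37 of the 48 genes were higher and 11 lower, with a median log2 fold change of 0.70. The signal transduction group had 28 of 43 genes higher and 15 lower, with a median of 0.68 and a range from -3.10 to 1.28. All 48 and all 43 genes had an adjusted p of at most 0.05 over all genes and when adjusted over the list alone. Since the printed fold change matched the listed identifier in only 17 of 322 entries of Table S2, the counts hold for the listed identifiers. Whether these identifiers have the function named by their group is left open.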

**Figure 2:**
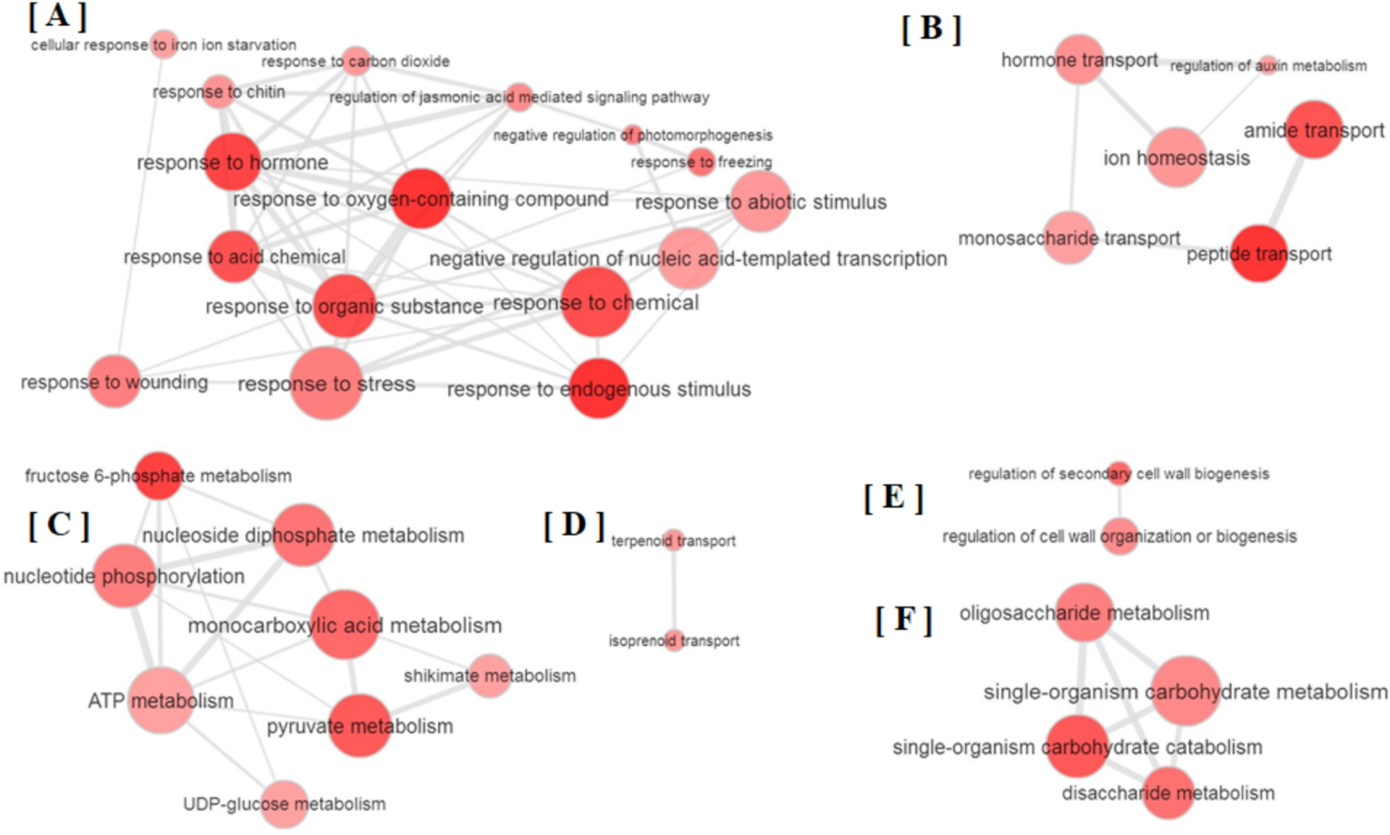
Depiction of major biological processes as revealed by Reduce visualize gene ontology module (REVIGO) for ≥ 2-fold DEGs in *B. distachyon* treated by cutting the aerial portion. Major clustering of GOs pertaining to (A) stress response, (B) ion homeostasis, (C) secondary metabolites, (D) secondary metabolite transportation, (E) regulation of cell biogenesis and (F) primary metabolism.

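Of the 7 genes under hormone transport in Table S1, 3 were higher and 4 lower in pruned roots. Their median log2 fold change was -0.62 and ran from -2.12 to 0.94. All 7 had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone. For response to hormone, the table prints 27 identifiers of the paper's 48, and 18 of these 27 were higher and 9 lower. The genes that the table does not print were not analysed here as part of this term.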

Among the DEGs, a group of 48 genes categorized as related to “response to hormone,” in addition to seven DEGs as related to “hormone transport” (Table S1; Fig. S2A). Among these DEGs, most of the gibberellin related DEGs were up-regulated (Table S3). This pattern may suggest that gibberellin-mediated plant growth is a key process during *B. distacyon’s* responses to partial defoliation, since gibberellin is known for its essential role in plant growth such as stem elongation, leaf expansion and trichome development (Davière & Achard, 2013). 

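Table S3 holds 9 entries annotated as gibberellin-related, and the printed fold change of all 9 matched the deposited RPM. Of these genes, 7 were higher and 2 lower in pruned roots, with a median log2 fold change of 0.89. By the 2-fold threshold, 5 of the 9 were DEGs, 3 higher and 2 lower. All 9 had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone. The largest rise was that of Bradi1g59570, from 0.806 ± 0.293 to 2.67 ± 0.357 RPM (log2 fold change 1.30, standard error 0.19, adjusted p = 3.1e-06). Bradi5g16040 fell from 4.99 ± 0.826 to 0.837 ± 0.127 RPM (log2 fold change -2.03, standard error 0.16, adjusted p = 2.1e-10). Bradi2g50280 fell from 6.13 ± 1.08 to 2.50 ± 0.312 RPM (log2 fold change -1.14, standard error 0.14, adjusted p = 3.6e-07). The table annotates 6 of the 9 as gibberellin 2-oxidases, and these comprise 4 of the higher genes and the 2 lower genes. Gibberellin itself was not measured, so these counts do not show whether it rose or fell.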

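The auxin-related genes Bradi1g06670 and Bradi4g21220 were both lower in pruned roots. Bradi1g06670 fell from 3.55 ± 0.454 to 2.30 ± 0.139 RPM (log2 fold change -0.53, standard error 0.14, adjusted p = 0.00341). Bradi4g21220 fell from 23.2 ± 0.758 to 9.34 ± 1.08 RPM (log2 fold change -1.27, standard error 0.09, adjusted p = 1.7e-11). Under abscisic acid transport, Bradi5g18830 rose from 4.59 ± 0.313 to 18.3 ± 0.663 RPM (log2 fold change 1.88, standard error 0.09, adjusted p = 5.9e-14). Bradi4g24120 rose from 3.42 ± 0.412 to 5.62 ± 0.818 RPM (log2 fold change 0.64, standard error 0.13, adjusted p = 3.2e-04). In the paired-end pruned replicate 1 alone, its rise was 0.43.

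The 12 genes under response to jasmonic acid had 10 higher and 2 lower, with a median log2 fold change of 0.81 and a range from -2.42 to 4.67. Response to wounding also lists 12 genes, 9 of them shared with the former term, and 11 were higher and 1 lower with a median of 0.84. All genes of both terms had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone. The 4 genes under regulation of jasmonic acid mediated signaling were all higher. Bradi5g08650 had the largest rise among them, a log2 fold change of 1.09 (standard error 0.07, adjusted p = 1.4e-11). The log2 fold changes of Bradi3g23190, Bradi3g23180 and Bradi1g72610 were 0.85, 0.78 and 0.67.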

The involvement of phytohormones in *B. distacyon’s* responses to partial defoliation is also indicated by a subset of DEGs related to phytohormone-mediated wounding responses; these DEGs are associated with auxin (Bradi1g06670, Bradi4g21220), abscisic acid (Bradi4g24120, Bradi5g18830), ET (Table S3), JA (12 DEGs), and JA-mediated signaling (Bradi1g72610, Bradi3g23180, Bradi3g23190, Bradi5g08650).

In addition to showing altered phytohormone gene expression, plants pruned by partial defoliation also displayed transcriptional regulation on DEGs related to homeostasis of secondary metabolites such as terpenoids and isoprenoids (Table S1; Fig. S2B). 

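The terms isoprenoid transport and terpenoid transport of Table S1 list the same 2 genes, which are also the genes of abscisic acid transport, Bradi4g24120 and Bradi5g18830. Both were higher in pruned roots, with a median log2 fold change of 1.26. With the limma test as described, 2 of 2 had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.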

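All 8 genes under glycolytic process in Table S1 were lower in pruned roots, with log2 fold changes from -1.70 to -0.65 and a median of -0.97. The 9 genes under pyruvate metabolic process include these 8, and all 9 were lower with a median of -0.99. Under fructose 6-phosphate metabolic process, 4 of 5 genes were lower and 1 was higher, with a median of -1.36. Disaccharide metabolic process had 5 of 7 genes lower and 2 higher, with a median of -0.69. Oligosaccharide metabolic process had 6 of 8 genes lower and 2 higher, with a median of -0.63. Glucose import and glucose transport list the same 6 genes, of which 5 were higher and 1 lower. Their median log2 fold change was 0.81, with a range from -0.72 to 0.97. Every gene of these terms had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.

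**Figure D1:**
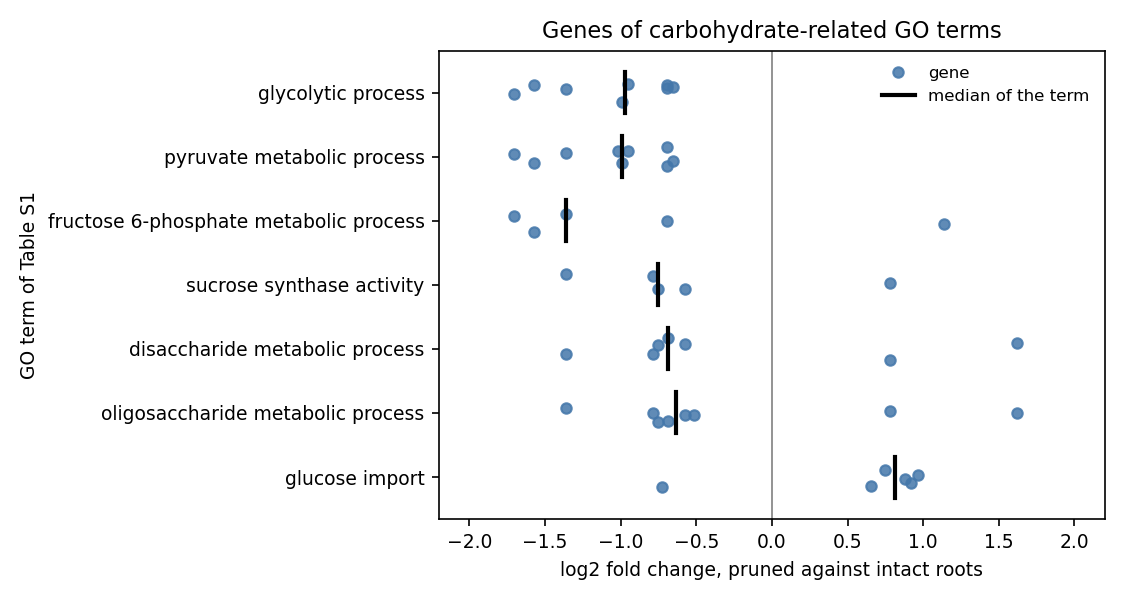
Log2 fold changes of pruned over intact roots (horizontal axis) for the genes of 7 carbohydrate-related GO terms of Table S1. Each point is a gene and each black bar the median of a term, which is -0.97 for glycolytic process and 0.81 for glucose import.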

Plant primary metabolism may also be affected by partial defoliation, because the over-represented DEGs include those related to carbohydrate metabolic process, fructose, sucrose, di and oligo-saccharide metabolism, glycolytic process, pyruvate metabolic process, and glucose import and transport (Table S1; Fig. S2C). Particularly, sucrose synthase activity is the GO term that shows lowest p-value among all GO terms (Table S1). It is also possible that these membrane- or vacuole-related GO terms reflect in planta ion transportation and compartmentalization. Together with the ion accumulation patterns, the overrepresentation patterns of DEGs related to membrane and vacuole, to different transporters, and to ion homeostasis and ion uptake (Table S1; Fig. S2D), collectively suggest that plant responses to partial defoliation include not only elevated uptake of certain nutrients and altered primary and secondary metabolism, but also possibly cellular re-distribution of secondary metabolites and nutrient ions.

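The term sucrose synthase activity lists 5 genes, the same 5 as sucrose metabolic process, and 4 were lower and 1 higher in pruned roots. Bradi1g20890 fell from 22.4 ± 1.87 to 8.40 ± 0.785 RPM, a log2 fold change of -1.36 (adjusted p = 8.7e-12). Bradi1g46670, the most abundant of the 5, fell from 1680 ± 54.7 to 1125 ± 21.8 RPM, a log2 fold change of -0.58 (adjusted p = 1.0e-10). Bradi1g60320 fell from 500.1 ± 23.2 to 289.7 ± 4.70 RPM, a log2 fold change of -0.79 (adjusted p = 4.4e-13). Bradi1g30520 fell from 49.2 ± 2.22 to 29.0 ± 1.45 RPM, a log2 fold change of -0.75 (adjusted p = 3.0e-10). Bradi3g60687 rose from 1.72 ± 0.242 to 3.35 ± 0.736 RPM, a log2 fold change of 0.78 (adjusted p = 3.0e-04). All 5 also had an adjusted p of at most 0.05 when adjusted over the list alone. For the paper's GO enrichment test of this term, Table S1 prints a p-value of 6.8e-06 and an adjusted value of 0.0169. Other terms described here have higher adjusted values there. They are 0.049 for oligopeptide transport, 0.079 for glycolytic process, 0.378 for potassium ion binding and 0.667 for cellular response to iron ion starvation.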

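Under plant-type vacuole, Table S1 lists 8 genes, of which 6 were lower and 2 higher in pruned roots. Their log2 fold changes ran from -1.27 to 1.33 with a median of -0.69. Active transmembrane transporter activity had 15 of 23 genes higher and 8 lower, with a median of 0.65 and a range from -0.89 to 1.88. Oligopeptide transport had 5 of 7 genes higher and 2 lower, with a median of 0.68. Nitrate transmembrane transporter activity had 1 of 3 genes higher and 2 lower, with a range from -0.81 to 0.68. All genes of these terms had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.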

According to the InterPro classification, the enriched protein families belong to transporters (IPR020846, IPR013525, and IPR000109) and membrane specific proteins (IPR006016, IPR008004, and IPR005516). These patterns further support the hypothesis of plant transcriptional regulation for elevated uptake of nutrition from the rhizosphere. The protein families belonging to sugar binding (PF14416) and synthesis (IPR000368) reveal changes in energy homeostasis in mowed grasses, while protein families of different TF (like myb, bHLH bBox type, etc), and stress-related proteins (Fig. S3; Table 2) provide further mechanistic clues for plant responses to partial defoliation.

**Table 2:** Enriched InterPro and Pfam protein domains in mowed *B. distachyan* transcriptomes were shown.

#pathway ID	Pathway Description	Observed gene count	Biological significance (Source: InterPro)
IPR025322	Protein of unknown function DUF4228, plant	12	Functionally uncharacterized
IPR006016	UspA	8	A small cytoplasmic protein, enhances the rate of cell survival during stress
IPR011598	Myc-type, basic helix-loop-helix (bHLH) domain	15	Specific DNA-binding proteins act as transcription factor
IPR001005	SANT/Myb domain	19	Nuclear DNA-binding protein
IPR020846	Major facilitator superfamily domain	19	Transporters drive solute accumulation or extrusion by using ATP hydrolysis, photon absorption, electron flow, substrate decarboxylation or methyl transfer, generates electron chemical potential in case of consumption of primary cellular energy source which is used for active transport of additional solutes
IPR008004	Uncharacterised protein family UPF0503	4	Plant chloroplastic proteins
IPR017930	Myb domain	15	Nuclear DNA-binding protein
IPR000109	Proton-dependent oligopeptide transporter family	10	A group of energy-dependent transporters involved in the intake of small peptides
IPR006015	Universal stress protein A	5	Predicted to be related to the MADS-box proteins and bind to DNA, expresses in *E. coli* under growth arrest condition
IPR017949	Thaumatin, conserved site	5	Involved in systematically acquired resistance and stress responses in plants
IPR000315	B-box-type zinc finger	6	Proteasome-mediated degradation
IPR005516	Remorin, C-terminal	5	Plant-specific plasma membrane-associated proteins roles possible as component of membrane/cytoskeleton
IPR029962	Trichome birefringence-like family	7	Impact pathogen resistance, freezing tolerance, and cellulose biosynthesis
PF14416	PMR5 N terminal Domain	7	Sugar binding
IPR013525	ABC-2 type transporter,	7	Uses hydrolysis of ATP to energies diverse biological process, are involved in the export or import of a wide variety of substrates ranging from small ions to macromolecules
IPR000368	Sucrose synthase,	4	Synthesis of sucrose

### KEGG analysis revealed alteration in wound-responsive metabolism

The integration of genomic, biochemical and systemic function information can be found at KEGG (Kyoto Encyclopedia of Genes and Genomes), which is a biological system and resource management database (Kanehisa et al., 2012). We retrieved UNIPROT protein IDs for the DEGs identified in defoliated *B. distachyon* by using the PANTHER web server (Mi, Muruganujan & Thomas, 2013). Subsequently these protein IDs were screened for KEGG pathway annotation; the corresponding significance levels were calculated by using hypergeometric test/Fisher’s exact test, while FDR correction was achieved by using Benjamini & Hochberg (1995) method provided by the KOBAS web server (Mao et al., 2005). A total of 16 significant KEGG pathway categories were identified, with the criterion that at least four DEGs were represented (Fig. S4). 

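In Table S4, 54 identifiers stand under metabolic pathways, of which 39 were lower and 15 higher in pruned roots. Their median log2 fold change was -0.64, with a range from -2.60 to 1.46. Of the 40 identifiers under biosynthesis of secondary metabolites, 24 were lower and 16 higher, with a median of -0.61. Under starch and sucrose metabolism, 7 of 8 were lower and 1 was higher, with a median of -0.72. All of these genes had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.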

Genes corresponding to biosynthesis of secondary metabolites (KEGG ID: 1110), glycolysis (KEGG ID: 10), and metabolic pathways (KEGG ID: 1100) were overrepresented in the transcriptome dataset (Table 2; Table S4). These results are consistent with wounding-induced transcriptional activation of several plant signaling cascades including oxidative phosphorylation, plant hormone signal transduction, protein processing in ER, and shikimic acid metabolism, presumably to activate the response to wounding stress and to prepare the plants for secondary metabolite synthesis and for mobilization of energy (Table S4).

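By the identifiers of Table S4, oxidative phosphorylation had 4 of 6 genes lower and 2 higher in pruned roots, with a median log2 fold change of -0.55. Plant hormone signal transduction had 8 of 12 genes higher and 4 lower, with a median of 0.75. Protein processing in ER had 3 of 4 genes higher and 1 lower, with a median of 0.82. Both genes of shikimic acid metabolism were lower, with a median of -0.83. Every gene named under these 4 pathways had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.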

### Overrepresentation of a group of transcription factors in DEGs

Gene regulation by TFs is common and important for cellular response to biotic and abiotic stress conditions. To better understand the molecular mechanism underlying *B. distachyon* response to defoliation, we searched for TFs among the DEGs and identified their gene families according to the data base Plant TFDB (Guo et al., 2008). Out of the 1,263 DEGs (≥2-fold change), 95 are TF belonging to 23 TF family, with MYB, bHLH, C2H2, WRKY, MYB-related, ERF, NAC, and trihelix families containing more than five DEGs in the transcriptome (Fig. S5). Further, the 1,263 DEGs (≥2-fold change) were subjected to transcription factor enrichment analysis in Plant TFDB, which finds TFs with significant over-represented targets in the input genes. The results revealed 36 families of 236 TFs, with MYB, NAC, ERF, bZIP, and WRKY as the top five most abundant TF families (Fig. S6), targeting 1,213 DEGs of mowed grass transcriptome. From this analysis it is inferred that TFs of MYB, bHLH, C2H2, WRKY, ERF, and NAC domain are major players of partial defoliation- induced plant response. The expression of TF genes such as MYB, WRKY, and AP2-domain family has been reported in response to wounding (Cheong et al., 2002), while partial defoliation of grasses leads to differential expression of TFs regulating hormonal homeostasis (such MYB, bHLH, ERF, WOX, and HD-ZIP), of ion-binding TFs (C2H2, DBB, C3H, FAR1, Co-like, and ZF-HD), as well as of tissue specific (Myb related and LBD) and other transcription regulating TFs (Table S5). Therefore, compared to wounding, partial defoliation displayed broader impacts on plant transcriptional regulation of TFs and probably their downstream targets.

In order to find out partial defoliation-triggered *B. distachyon* DEGs that are conserved among different species, the orthologs for these DEGs were searched in *Arabidopsis thaliana*. Subsequently, the hormone-responsive genes identified in GO analysis study were subjected to clustering (Fig. 3). Most of the genes showed one to one clustering with its counterpart in *A. thaliana*, such as TFs (like MYB, WRKY, bHLH, and homeobox domain), kinases, synthesase, and other enzymes. As can be seen in Fig. 3 and Fig. S7A, the JA related proteins (wound stress responsive protein) from two species clustered separately, revealing the divergence of grass proteins from their counterpart in Arabidopsis. This pattern may indicate a difference in stress adaptability between *B. distachyon* and Arabidopsis because JA is known to mediate plant stress response and because grasses are more often subjected to wounding than Arabidopsis. Similarly, some extent of divergence can be observed among genes from two species involved in ion homeostasis (Fig. S7B).

**Figure 3:**
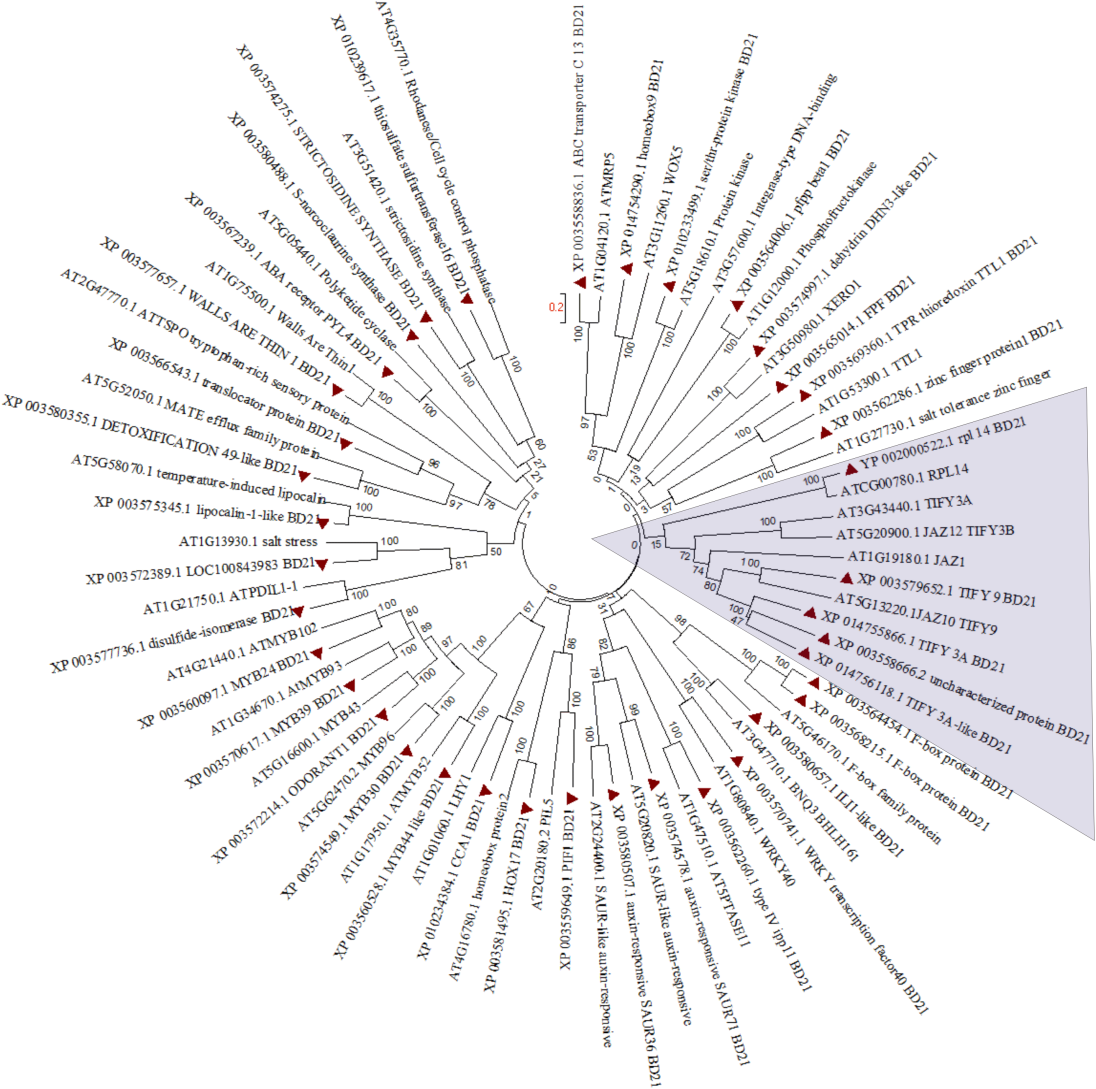
Phylogenetic tree for hormone responsive DEGs in *B. distachyon* treated with mowing and their homologs in *Arabidopsis thaliana*. Shaded area shows genes belongs to JA signaling. Tree was constructed from clustal W alignment file of proteins from *B. distachyon* and *A. thaliana* by neighbor joining method with 1,000 bootstrap using Mega 6.0.

### Cutting the aerial portion mildly decreases *B. distachyon* root rhizosphere acidification

Soil pH at the vicinity of roots, that is, rhizosphere, is an important determinant of the mobility of many nutrient elements. Roots releases proton (H^+^), in exchange of cations, through root plasma membrane H^+^-ATPase. Our RNAseq analysis identified three root ATPase-related DEGs (Table S3). 

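The ATPase sheet of Table S3 lists Bradi1g37450, Bradi2g03905 and Bradi5g25521, and all 3 were higher in pruned roots. Bradi1g37450 rose from 26.0 ± 1.04 to 62.0 ± 6.33 RPM (log2 fold change 1.23, standard error 0.07, adjusted p = 2.3e-13). Bradi2g03905 rose from 1.17 ± 0.287 to 2.46 ± 0.291 RPM (log2 fold change 0.83, standard error 0.17, adjusted p = 2.8e-04). Bradi5g25521 rose from 4.40 ± 0.2497 to 8.61 ± 0.693 RPM (log2 fold change 0.89, standard error 0.11, adjusted p = 3.8e-07). All 3 kept an adjusted p of at most 0.05 when adjusted over the list alone. Of the fold changes printed on this sheet, 0 of 3 were within 0.1 or 10% of the ratio of mean RPM of the listed identifier, and 3 of 3 had the same direction.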

To examine the effect of partial defoliation on root rhizosphere acidification, both pruned and intact plants were transferred to new growth medium with the pH indicator bromocresol purple, which exhibits a yellowish color when pH is below 5.2. As shown in Fig. 4, *B. distachyon* roots were surrounded by yellowish color independently of the partial defoliation treatment, although the pruned plants displayed a weaker intensity of the yellowish color in the rhizosphere compared to the intact plants. Such a mild reduction in rhizosphere acidity was similarly observed with *B. distachyon* plants at 1, 2, and 3 DAT (Fig. 4; Fig. S8), indicating the partial defoliation treatment quickly and continuously affected the capacity of roots in releasing H^+^ into the rhizosphere. It would be interesting to determine whether such a fine tuning of rhizosphere acidity contributes to the altered nutrient uptake in *B. distachyon* after partial defoliation.

**Figure 4:**
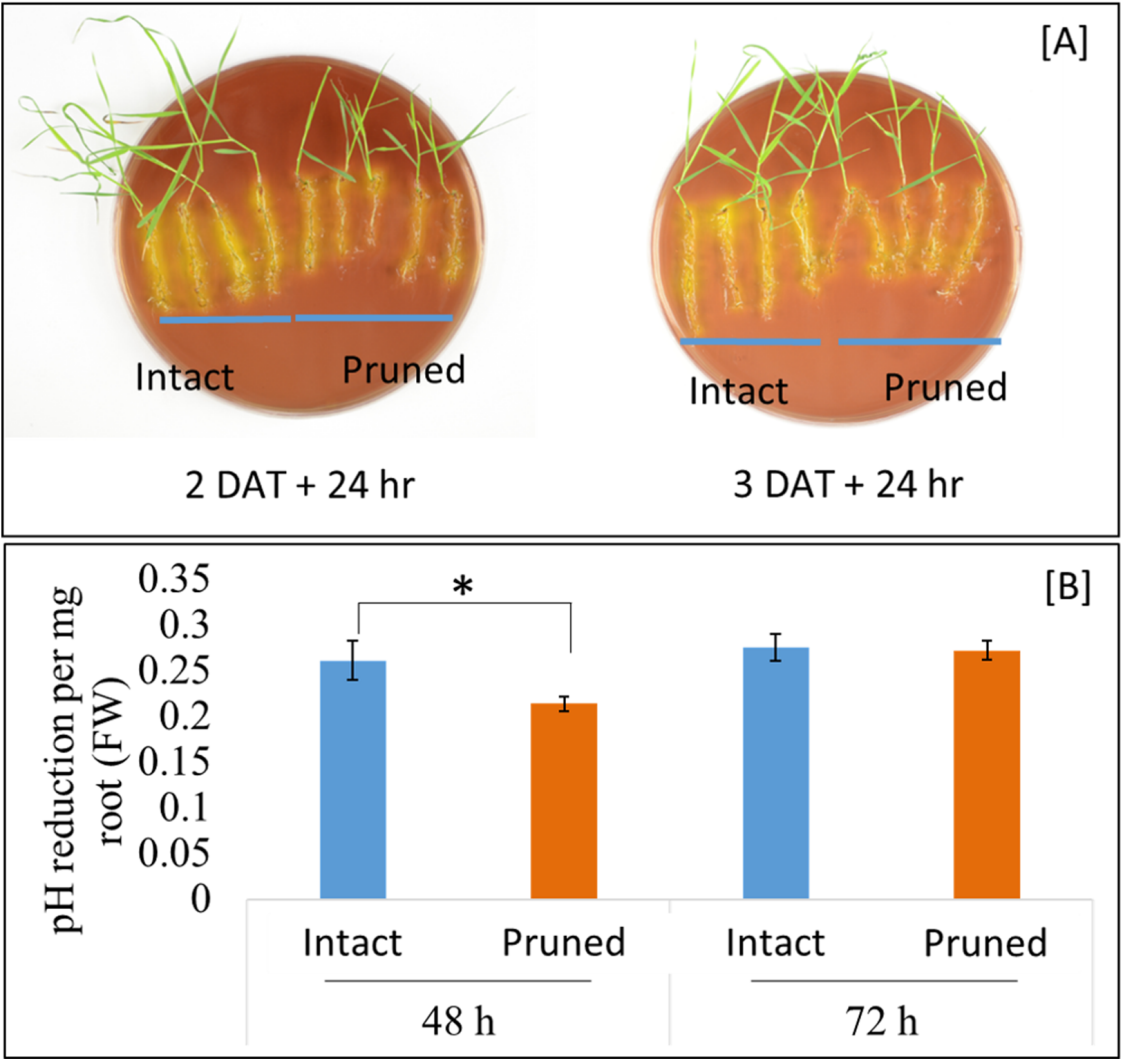
Rhizosphere acidification by *B. distachyon* roots with and without mowing treatment. (A) The pH indicator bromocresol purple shows the acidity of rhizosphere, with stronger yellowish indicating lower pH. Plants at 2 or 3 days after treatment were transferred to medium with pH indicator for 24 h before imaging, (B) quantification of change in pH at 2 and 3 days after treatment for control and treated plants. Values are mean ± SD, *n* ≥ 6 biological replicates. Asterisks indicate statistical significance, student *t*-test, *p* < 0.05.

### Partial defoliation regulates *B. distachyon* gene expression similarly in shoots as in root

In order to compare transcription patterns between *B. distachyon* roots and shoots, we extended gene expression analysis by doing quantitative real-time PCR using both roots and shoots. Plant samples were collected at 24 and 48 h after partial defoliation treatment to disclose early transcriptional regulation. A group of eight genes were examined including Bradi5g02760 (probable inorganic phosphate transporter 1–4), Bradi3g56330 (sodium-coupled neutral amino acid transporter 1), Bradi2g42550 (metal ion binding protein), Bradi5g12020 (sugar transport protein 5-like), BD3g13370 (pyruvate decarboxylase 2), BD5g08650 (aba receptor 8), BD1g34250 (two-component response regulator orr3 isoform x4), and BD3g38140 (acc oxidase). As expected, all the examined genes displayed similar patterns as observed in RNAseq (Fig. 5; Table S6). 

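In the root RNAseq, all 8 genes measured by qRT-PCR were higher in pruned than in intact roots, without overlap between the 3 libraries of each group. For each gene, the exact permutation test gave p = 0.1. Bradi2g42550 rose from 8.71 ± 0.529 to 24.8 ± 0.601 RPM, a ratio of 2.85 (adjusted p = 2.7e-13). Bradi3g38140 rose from 7.71 ± 1.43 to 21.3 ± 0.530 RPM, a ratio of 2.77 (adjusted p = 4.5e-11). Bradi1g34250 rose from 2.33 ± 0.229 to 6.06 ± 0.384 RPM, a ratio of 2.60 (adjusted p = 3.4e-08). Bradi5g08650 rose from 15.6 ± 1.41 to 33.7 ± 1.21 RPM, a ratio of 2.16. For Bradi3g56330 the rise was from 0.924 ± 0.201 to 2.13 ± 0.514 RPM, a ratio of 2.31 (adjusted p = 3.6e-04). For Bradi5g12020 it was from 1.49 ± 0.465 to 3.35 ± 0.623 RPM, a ratio of 2.26 (adjusted p = 6.8e-05). Bradi3g13370 went from 2.88 ± 0.218 to 6.14 ± 0.169 RPM, a ratio of 2.13 (adjusted p = 4.8e-07). Bradi5g02760 went from 3.90 ± 1.29 to 7.97 ± 0.845 RPM, a ratio of 2.05 (adjusted p = 1.4e-05). These ratios are of mean RPM. By the limma log2 fold change, 4 of the 8 genes were at least 2-fold changed and so DEGs. Bradi3g56330, Bradi5g12020, Bradi3g13370 and Bradi5g02760 were not, with log2 fold changes of 0.88, 0.97, 0.98 and 0.98.

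**Figure D2:**
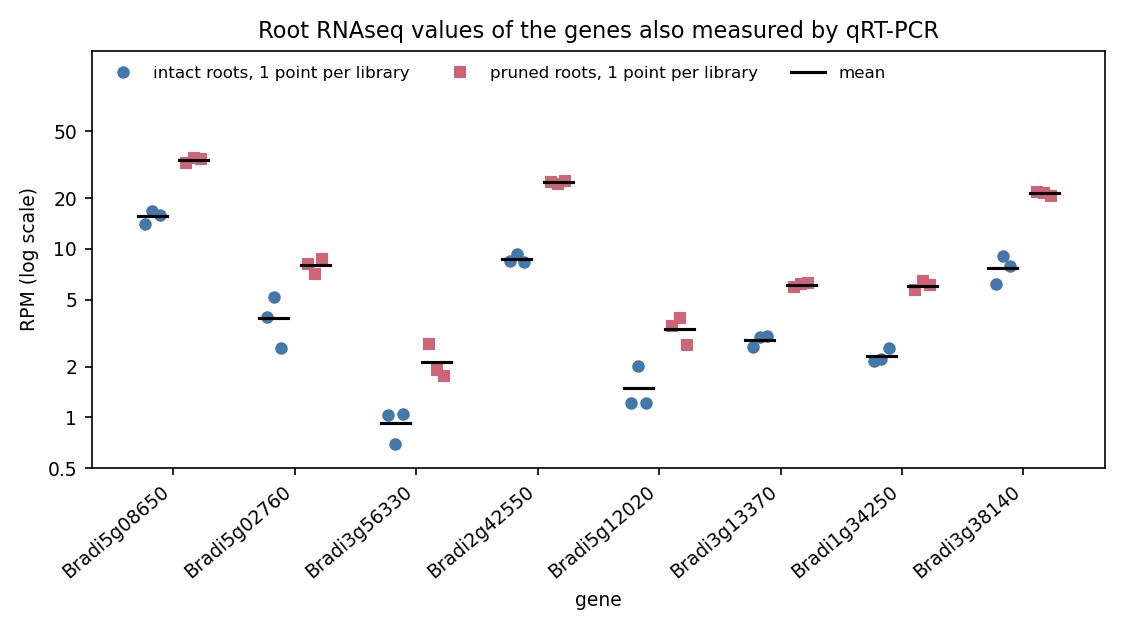
RPM on a log scale of the 8 genes in each library of intact and pruned roots. Each point is a library and each black line the mean of 3 libraries, and for each gene the pruned libraries lie above the intact libraries.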

Besides, partial defoliation-triggered gene expression patterns in roots were similarly observed in shoots in general (Fig. 5; Table S6), indicating that root RNAseq results are representative of the whole *B. distachyon* plants, in addition to providing organ-specific accuracy of transcriptional regulation patterns. Consistent with elevated phosphorus levels in roots and shoots (Fig. 1), partial defoliation increased gene expression of Bradi5g02760, which is a putative transporter of inorganic phosphate, at both 24 and 48 h after the treatment and in both roots and shoots (Fig. 5). Therefore these observations further support the conclusion that, during recovery from partial defoliation, *B. distachyon* plants elevate root uptake of nutrient elements such as Fe and P, at least partially, through transcriptional regulation.

**Figure 5:**
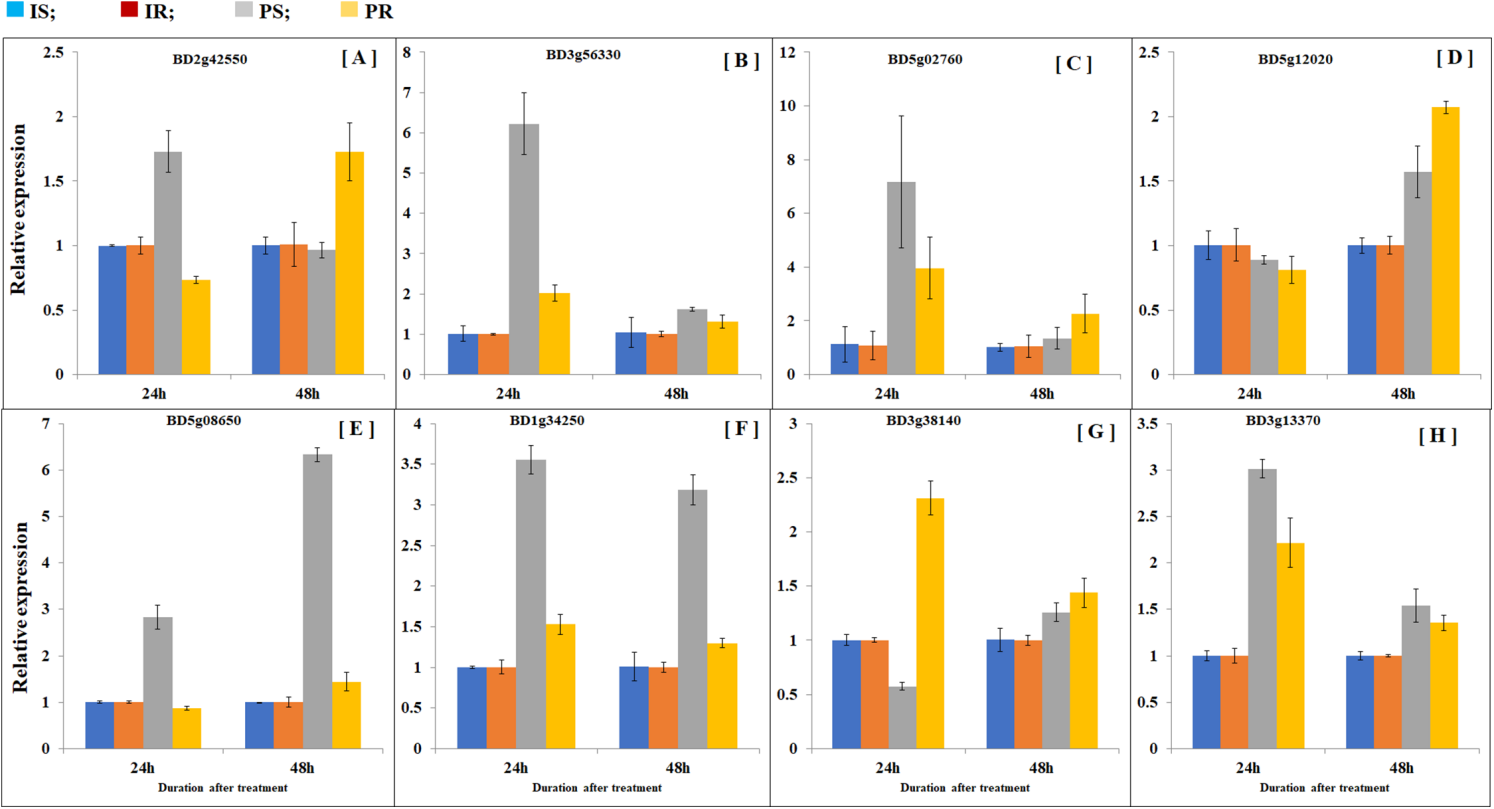
Comparison of gene expression patterns in shoot and roots. Gene expression levels of (A) BD2g42550, (B) BD3g56330, (C) BD5g02760, (D) BD5g12020, (E) BD5g08650, (F) BD1g34250, (G) BD3g38140 and (H) BD3g13370 were quantified by quantitative real-time PCR. Values are mean ± SD, *n* = 3 biological replicates. Samples were harvested at 24 and 48 h after the mowing treatment. CS, control shoots; CR, control roots; TS, treated shoots; TR, treated roots.

## Discussion

The impact of partial defoliation on grass, especially regarding to root ion homeostasis and transcriptome, has been unclear. This study reveals how partial defoliation alters ion accumulation levels in a shoot- and root-specific manner, as well as partial defoliation-induced transcriptional reprogramming on a whole-genome scale (Fig. 6; Fig. S4), thereby providing a solid base for further in-depth elucidation of the underlying molecular mechanisms in grass species and possibly also other monocot plant species.

**Figure 6:**
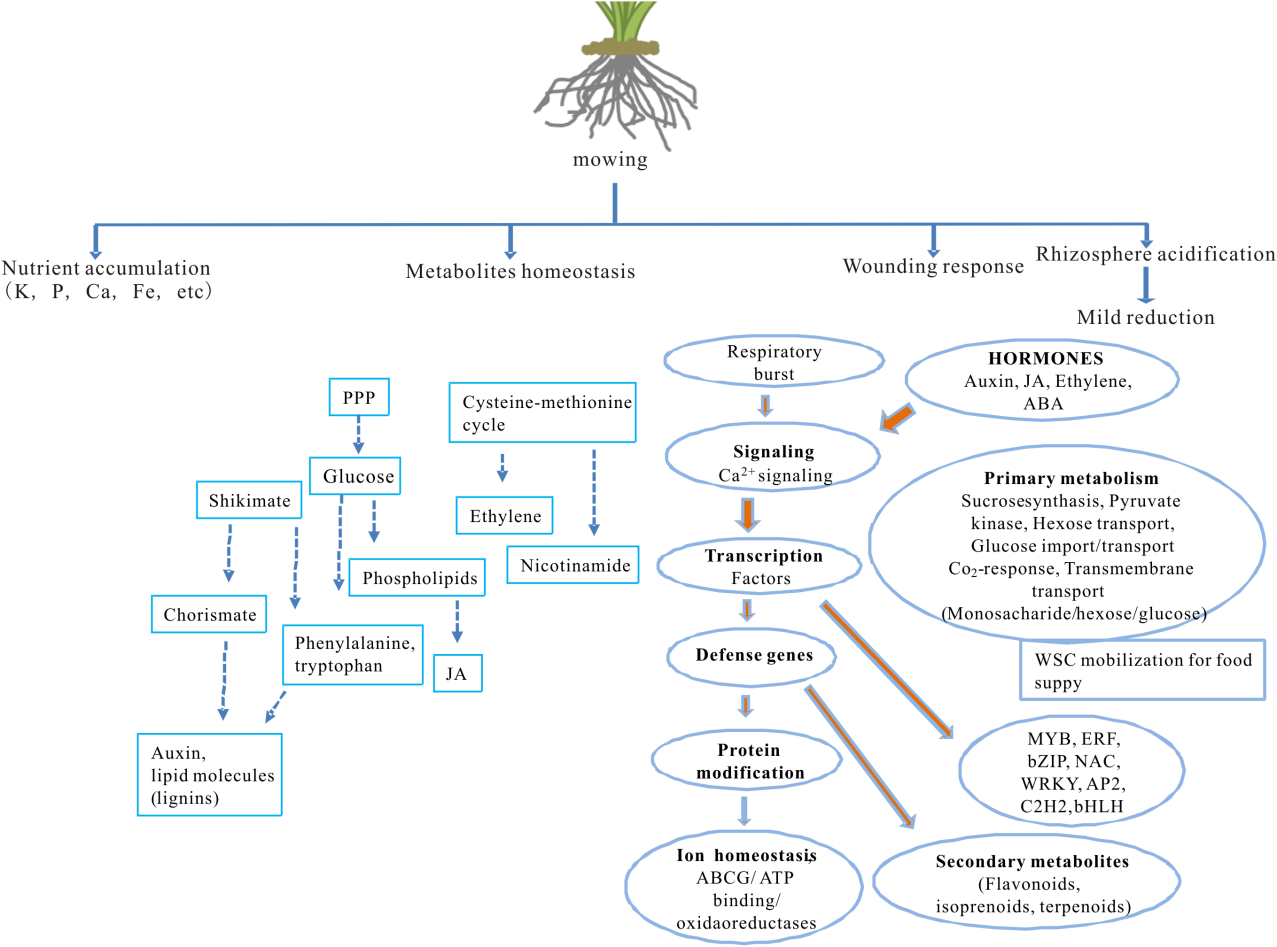
A proposed model showing the effects of partial defoliation on *B. distachyon*. The model has included alterations in nutrient ion accumulation patterns, transcriptional regulation on secondary metabolite homeostasis and on wounding responses, as well as root rhizosphere acidification.

Our results showed that Fe levels were very high in roots, which implies that Fe has other roles that for photosynthesis or just stores in root for photosynthesis. Longnecker & Welch (1990) and Curie & Mari (2017) reported respectively that root apoplastic storage of iron were a conserved mechanism for plant responses to iron deficiency. Iron is also important for electron transfer reactions and is critical for biosynthesis of photosynthesis apparatus (Rochaix, 2011). Together these ion accumulation patterns demonstrate a strong impact by partial defoliation on *B. distachyon* ion homeostasis, implying potential roles of certain metal ions, such as iron which is known to be critical for producing photosynthetic apparatus, in the recovery process after the partial defoliation treatment.

Our results indicate that roots are the major source of iron storage in Bd21. The quantification of nutrients in roots and shoots of *B. distachyon* provide an overview of total ion flux in response to partial defoliation. Analyses of shoot and root samples at individual time points of interest further gives a more precise estimate of the plant ion homeostasis status, which possibly will be meaningful in predicting potential problems. Pruned resulted in higher levels of Na in shoots at both 4 and 7 DAT (Fig. 1E), implying an involvement of Na in the recovering of *B. distachyon* shoots from defoliation.

The ICP-MS analysis for plant samples at 4 and 7 DAT clearly showed that the pruned plants efficiently mobilized different essential nutrients such as phosphorus, potassium, iron, and magnesium, in roots and shoots in the process of recovering from the cutting treatment. Our results (Fig. 1D) are consistent with the fact that P is important for many principle biological processes such as DNA and protein synthesis; these results also suggest an important role of P in *B. distachyon* for recovering from defoliation.

In intact plants, K accumulated to similar levels in shoots and roots; meanwhile cutting the aerial portion caused a 29% increase in root K levels at 4 DAT, although K levels in pruned roots at 7 DAT fell back to a level that was similar to that in intact roots (Fig. 1C), indicating a temporary need for extra K in *B. distachyon* to cope with defoliation. The higher levels of Ca in both shoots and roots indicate an important role of Calcium in *B. distachyon* response to defoliation.

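The sheets of Table S3 on ascorbate, phospholipase, cytochrome and monooxygenase were examined by the identifiers they list. The single gene of the ascorbate sheet, Bradi1g72260, was higher in pruned roots (log2 fold change 0.66, adjusted p = 1.3e-04). In the paired-end pruned replicate 1 alone, its rise was 0.24. On the phospholipase sheet 4 of 5 genes were higher and 1 lower. An adjusted p of at most 0.05 was found for 4 of them over all genes and for 5 when adjusted over the list alone. The cytochrome sheet had 18 of 18 genes higher. Its identifiers stand in falling order of the ratio of mean RPM, from 40.7 to 4.33. They may therefore have been ordered by fold change, in which case their common direction is no evidence on cytochrome genes. All 18 had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone. Without pruned replicate 3, 12 of the 18 genes passed the filter of at least 0.5 RPM in 3 libraries, and 11 of these had an adjusted p of at most 0.05. The monooxygenase sheet had 4 of 5 genes higher and 1 lower, all 5 with an adjusted p of at most 0.05 over all genes and when adjusted over the list alone. Printed fold changes were within 0.1 or 10% of the ratio of mean RPM of the listed identifier for 0 of 18 genes on the cytochrome sheet. This held for 1 of 5 on the monooxygenase sheet, 0 of 5 on the phospholipase sheet and 0 of 1 on the ascorbate sheet. The printed direction was that of the listed identifier for 11 of 18, 2 of 5, 4 of 5 and 1 of 1 in the same order.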

Our transcriptional investigation detected an elevation of some JA-related genes (Table S3) that are wounding-responsive, such as DEGs related to ascorbate peroxidase and transporters (Suza et al., 2010), phospholipase (Wang et al., 2000), peroxidases (Minibayeva, Beckett & Kranner, 2015), and cytokinin related genes (Schafer et al., 2014), cytochrome p450 (Koo, Cooke & Howe, 2011; Pinot & Beisson, 2011), monooxygenases (Kong et al., 2016). In Fig. S7, jasmonic responsive genes along with their corresponding homologs from Arabidopsis are present in a cluster, which consists of TFs, secondary metabolite proteins, phosphatases and vascular protein sorting genes. A recent study suggested hormone crosstalk at metabolic level during wound stress (Zhang et al., 2016). Consistently, different hormone responsive genes were identified in this transcriptome study and the corresponding homologs in Arabidopsis were clustered (Fig. 2). The presence of genes related to auxin, JA, gibbrelin, and ET further highlights the crosstalk of hormones in *B. distachyon* in response to the partial defoliation treatment (Tables S2 and S3). These transcriptional regulation patterns likely reflect the strong impact of partial defoliation, that is, removal of photosynthetic organ, on plant energy production and relocation. In addition, GO terms like plant-type vacuole, membrane, intrinsic and integral component of membrane were noticeable in the cellular component category. As partial defoliation activates the secondary metabolite production in response to wounding stress which may be toxic to plants. In such a case, excessive levels of these compounds may trigger in planta transportation to the apoplast or to specific organelles such as vacuoles (Nobukazu, 2016). In addition, the GO terms “sulfate assimilation” and “anion homeostasis” were also enriched, indicating that plants also adjust anion homeostasis to cope with the altered metal ion accumulation in response to the partial defoliation treatment. 

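Under sulfate assimilation, Table S1 lists 5 genes, of which 4 were higher and 1 lower in pruned roots. Their median log2 fold change was 0.78, with a range from -1.65 to 0.80. All 4 genes under anion homeostasis were higher, with log2 fold changes from 0.78 to 2.00 and a median of 1.20. These 4 genes are also among the genes of the term ion homeostasis. Each gene of both terms had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.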

Cysteine and methionine metabolism pathway genes were found to be up-regulated, indicating possible activation of the related biological processes such as sulfate assimilation, ET production, and metabolism of secondary metabolites like nicotinamine (Halimaa et al., 2014). 

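Of the 8 identifiers that Table S4 places under cysteine and methionine metabolism, 6 were lower and 2 higher in pruned roots. The median log2 fold change was -0.61, with a range from -2.60 to 1.19. All 8 had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.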

At the same time, genes corresponding to gluconeogenesis/glycolysis were down-regulated, indicating conservation of energy in the form of glucose, which may be utilized for JA synthesis that is required for initiation of the defense signaling cascade (Halimaa et al., 2014).

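All 9 identifiers of Table S4 under glycolysis and gluconeogenesis were lower in pruned roots. Their log2 fold changes ran from -1.57 to -0.65, with a median of -0.99. The pathway shares 6 genes with the GO term glycolytic process. All 9 had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone, and each lay without overlap between the libraries of pruned and intact roots.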

Differentially Expressed genes related to carbohydrate and energy generation are highly enriched, including at least 28 GO terms (Table S1) and eight KEGG pathways. These patterns indicate that the pruned plants tend to conserve energy and mobilize it for new organ development, which is an important process after defoliation of forage crops (Prud’homme et al., 1992; Donaghy & Fulkerson, 1997; De Visser, Vianden & Schnyder, 1997; Morvan-Bertrand et al., 2001). Wounding in plants also leads to secondary metabolites production, which is mediated by signaling-molecules such as ROS, ET, and JA (Jacobo-Velázquez, González-Agüero & Cisneros-Zevallos, 2015). 

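Table S1 lists 25 genes under response to lipid, of which 17 were higher and 8 lower in pruned roots. Their median log2 fold change was 0.67, with a range from -1.27 to 2.10. Response to alcohol lists 22 genes, all of them among these 25, of which 14 were higher and 8 lower with a median of 0.63. All genes of both terms had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone. In 24 of the 25 genes, the libraries of pruned and intact roots lay apart without overlap.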

The identification of DEGs related to isoprenoid, terpenoid, alcohol-responsive genes, and lipid pathway genes (Table S1), indicates the generation of secondary metabolites in *B. distachyon* plants in response to partial defoliation. In addition, DEGs in the shikimate pathway and in the nicotinamide nucleotide metabolic process were also identified; the former is involved in producing intermediates of secondary metabolites (Taiz & Zeiger, 2006), while the latter intacts crucial functions of carbon primary and secondary metabolism (Pétriacq et al., 2013). Thus, these patterns further indicate an induced accumulation of secondary metabolites in *B. distachyon* after mechanistic damage. 

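The 2 genes under shikimate metabolic process in Table S1 were both lower in pruned roots, with a median log2 fold change of -0.69. Bradi2g59370 fell from 1244 ± 29.7 to 827 ± 17.8 RPM, a log2 fold change of -0.59 (adjusted p = 4.3e-11), and Bradi5g23460 from 157 ± 1.47 to 91.1 ± 1.46 RPM, one of -0.79 (adjusted p = 5.4e-13). All 9 genes under nicotinamide nucleotide metabolic process were lower, with a median of -0.95 and a range from -1.70 to -0.59. This term shares 8 genes with glycolytic process. All genes of both terms had an adjusted p of at most 0.05, over all genes and when adjusted over the list alone.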

The DEGs obtained were further subjected to their protein class analysis for the corresponding genomes based on InterPro and Pfam protein database classification in STRING v10 software (Szklarczyk et al., 2015).

Among the identified DEGs in defoliated *B. distachyon* are a group of TF, such as MYB, WRKY, NAC, bHLH, and ERF (Fig. 6). Wounding induces expression of TF genes such as MYB, WRKY, and AP2-domain family genes (Cheong et al., 2002). The study by Rajendran et al. (2014) demonstrated critical roles of NAC and WRKY transcription factors in plant responses to mechanical wounding and herbivory, while certain bHLH and NAC transcription factors control the balance between plant vitality and survival during wounding (Chen et al., 2016). In addition to NAC, WRKY, and bHLH, partial defoliation also altered gene expression of some ion binding TFs like C2H2, DBB, C3H, FAR1, Co-like, and ZF-HD.Moreover, tissue specific TFs like Myb-related and LBD are expressed in response to partial defoliation apart from wound induced TFs (Table S5). The crosstalk between ET and jasmonate pathways has been well-documented, and it has been proposed that ERFs play critical roles in integrating signals from the two pathways during plant defense (Lorenzo et al., 2003; Walley et al., 2007). Overrepresentation of these differentially regulated TF thus suggest a prominent role of transcriptional regulation in *B. distachyon* pruned by cutting the aerial portion.

## Conclusion

This study reveals how partial defoliation alters ion accumulation levels in shoots and roots, as well as partial defoliation-induced transcriptional reprogramming on a whole-genome scale, thereby providing insight into the molecular mechanisms underlying the recovery process of grass after partial defoliation. Compared to the intact plants, roots of *B. distachyon* with defoliation showed 38% and 19% increases in Fe levels at 4 days and 7 DAT, respectively, whereas Fe levels in shoots were similar between the pruned and the intact plants. Similar to Fe, accumulation of Calcium (Ca) was increased in roots by cutting the aerial portion. At 4 and 7 DAT, the levels of Ca in pruned roots were 13% and 22% greater than those in intact roots. Partial defoliation mildly decreases *B. distachyon* root rhizosphere acidification and induces transcriptional alterations on plant ion homeostasis, hormones, primary and secondary metabolites, and wound stress.

## Supplemental Information

10.7717/peerj.7102/supp-1 Supplemental Information 1 GO enrichment analysis of the overlapping DEGs. GO term classification including biological process, cellular component and molecular function. Click here for additional data file.

10.7717/peerj.7102/supp-2 Supplemental Information 2 Information for DEGs was classified into different gene functional groups. Gene grouping including major grouping and functional grouping. Click here for additional data file.

10.7717/peerj.7102/supp-3 Supplemental Information 3 Information for DEGs related to response to hormone was further classified into different gene functional groups. DEGs related to hormone respnse classified into different groups like ABC transporter, ATPase, Cytochrome etc. Click here for additional data file.

10.7717/peerj.7102/supp-4 Supplemental Information 4 KEGG pathway enrichment analysis of the overlapping DEGs was performed. Details of KEGG pathway enrichment analyisis. Click here for additional data file.

10.7717/peerj.7102/supp-5 Supplemental Information 5 Information for DEGs belonged to transcriptional factors was classified into different gene functional groups. Categorization of transcription factors. Click here for additional data file.

10.7717/peerj.7102/supp-6 Supplemental Information 6 Comparison of gene expression patterns in shoot and roots between RNAseq and qRT-PCR data. qRT-PCR data of comparison of gene expression patterns in shoots and roots. Click here for additional data file.

10.7717/peerj.7102/supp-7 Supplemental Information 7 Gene ontological classification of differentially expressed genes (DEGs) in *B. distachyon* treated by cutting the aerial portion, compared to the control. Twenty top ranked gene ontology (GO) based on p-value for biological, and molecular and all cellular processes are shown. See also supplementary Table 1 for all GO classification for different categories and grouping of GO classification according to their function in *B. distacyon*. Categories shown in graph are significant at p < 0.01. Click here for additional data file.

10.7717/peerj.7102/supp-8 Supplemental Information 8 Gene Ontology information of the different expression genes. Click here for additional data file.

10.7717/peerj.7102/supp-9 Supplemental Information 9 Depiction of differentially expressed genes with the ≥ 2-fold DEGs of *B. distachyon* for three biological replicates under different functional groups. Heat map showing differential expression of genes belonging to A; hormone response and regulation, B; response to abiotic stress and secondary metabolite, C; primary metabolism, D; membrane bound and ion homeostasis related. The normalized CPM value used in triplicate for control and treated sample to draw the heatmap using MEV 4.9.0. Click here for additional data file.

10.7717/peerj.7102/supp-10 Supplemental Information 10 Depiction of different protein families present in the ≥ 2-fold DEGs of *B. distachyon* treated by cutting the aerial portion. Click here for additional data file.

10.7717/peerj.7102/supp-11 Supplemental Information 11 KEGG (Kyoto Encyclopedia of Genes and Genomes) classification of the ≥ 2-fold DEGs identified in *B. distachyon* with mowing treatment compared to the control plants. Click here for additional data file.

10.7717/peerj.7102/supp-12 Supplemental Information 12 Distribution of transcription factors (TF) gene families identified in the ≥ 2-fold DEG list. Click here for additional data file.

10.7717/peerj.7102/supp-13 Supplemental Information 13 Distribution of transcription factors (TFs) identified in the ≥ 2-fold DEGs list of *B. distachyon* RNA seq data. Click here for additional data file.

10.7717/peerj.7102/supp-14 Supplemental Information 14 Phylogenetic tree for genes of *B. distachyon* and their homologs in *Arabidopsis thaliana*. [A] Cluster of Jasmonic acid response genes; [B] Cluster of ion homeostasis genes. Tree was constructed from clustal W alignment file of proteins from *B. distachyon* and *A. thaliana* by neighbor joining method with 1000 bootstrap using Mega 6.0. Click here for additional data file.

10.7717/peerj.7102/supp-15 Supplemental Information 15 Rhizosphere acidification by *B. distachyon* roots with and without mowing treatment. The pH indicator bromocresol purple shows the acidity of rhizosphere, with stronger yellowish indicating lower pH. Plants at 1 day after treatment were transferred to medium with pH indicator for 24 hours before imaging. Click here for additional data file.

10.7717/peerj.7102/supp-16 Supplemental Information 16 The PCA graph showing replicate clustering patterns for RNAseq results. Click here for additional data file.

10.7717/peerj.7102/supp-17 Supplemental Information 17 Rates of unique mapping in all RNAseq samples. Click here for additional data file.

10.7717/peerj.7102/supp-18 Supplemental Information 18 Correlation coefficients between RNAseq biological replicates. Click here for additional data file.

10.7717/peerj.7102/supp-19 Supplemental Information 19 The photo showed cutting range of partial defoliation on *B. distachyon* seedling. Click here for additional data file.

10.7717/peerj.7102/supp-20 Supplemental Information 20 ICP data of ions before and after partial defoliation. Click here for additional data file.

10.7717/peerj.7102/supp-21 Supplemental Information 21 PH values before and after partial defoliation. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

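Root RNA of *B. distachyon* Bd21 was measured by RNAseq in 6 libraries, 3 of intact and 3 of pruned plants, collected 2 days after the treatment. As the paper describes, the authors sequenced reads of 150 nt, trimmed them with SolexaQA and cutadapt, mapped them with Tophat to the genome of phytozome and counted uniquely mapped reads per gene. Pruned replicates 2 and 3 rest on R1 reads only, and the other 4 libraries on paired-end reads. The paper's text does not name the counting tool or a strand setting. The deposited table holds RPM for 19538 genes in 6 columns, and all 6 were mapped to their sample by name.

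The RPM of each library sum to 1000000, so they are scaled to the reads counted on the listed genes. Each library's values are whole multiples of 1 step, within 0.01 of a read for 100% of its genes, and dividing by the step gave the reads. The smallest value above 0 is 1 read in 4 libraries, 4 reads in pruned replicate 2 and 2 reads in pruned replicate 3. For these latter libraries the step was found from the read counts that Table S3 prints beside RPM, and then tested on all values. Library totals were 21292543, 18790356 and 18150223 reads for intact replicates 1, 2 and 3, and 17278649, 28420464 and 26518230 reads for pruned replicates 1, 2 and 3. The 10 most abundant genes took 3.95% to 4.35% of the reads. Every listed gene has at least 1 RPM in at least 3 libraries. A filter at 0.5 RPM in at least 3 libraries therefore removed no gene, and neither did a filter at 1 RPM or none.

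Pruned and intact roots were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend=TRUE) on log2(RPM + 0.5). Tests were two-sided, with Benjamini-Hochberg adjustment over 19538 genes. DEGs had an adjusted p of at most 0.05 and at least 2-fold change, the fold change of the paper's results section. The design has 2 groups of 3 libraries, so an exact permutation test of a single gene cannot give a p lower than 0.1. The tests, the gene lists and most of the alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 1, no filter, a filter at 1 RPM, median-ratio scaling, quantile normalization, limma without the trend, the quasi-likelihood and exact tests of edgeR 4.0.16 and DESeq2 1.42.0 on the reads, read layout as a term, each library left out in turn, a fold change threshold of 1.5 or none, and the ratio of mean RPM as the fold change. With read layout as a term, the pruned effect rests on pruned replicate 1 alone, the only paired-end pruned library. Replicate number was also tried as a term. The ratio of mean RPM together with the edgeR exact test, with and without rounding to 1 decimal, and the edgeR exact test with a threshold of 1.5 were added after seeing the data.

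Each test was first tried on simulated data of 19538 genes with 200 genes changed 4-fold. Of these 200 genes, limma recovered 198, the edgeR quasi-likelihood test 200, the edgeR exact test 199 and DESeq2 198, with 0 false DEGs each. By the adjusted p alone, without a fold change threshold, the false calls were 13, 10, 10 and 3 in the same order. On simulated data without a changed gene limma called 0 DEGs. All simulated genes had a common dispersion, and the 4-fold changes lay well above the 2-fold threshold. These counts therefore do not show how changes near 2-fold are recovered. For the changed genes, the median absolute log2 fold change was 1.90 with limma and 2.00 with edgeR and DESeq2.

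The genes named in the text are those the paper names by identifier, those of the short gene lists it refers to, and the 5 largest rises and 5 largest falls among DEGs with a mean of at least 1 RPM and no overlap between the groups. Of the latter, the 2 largest in each direction and the largest rises outside the identifiers printed in the supplementary tables are given. The lists of Tables S1 to S4 were taken by identifier. Their genes were counted as higher or lower, and the p-values were adjusted over all genes and also over the list alone. No test of enrichment was made, because the paper chose the lists on the same libraries. Terms of which Table S1 prints only part of the genes were not summarised, apart from the part of response to hormone that it prints.

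Fold changes printed in Tables S2, S3 and S6 were compared with the ratio of mean RPM of the listed identifier. A match is a difference of at most 0.1 or 10%. Confidence intervals of such shares are 95% Wilson intervals, and they cover counting error only. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Set tests of gene families were not run, since 0 of the 19538 identifiers matched the gene reference at hand directly. Ordering the identifier columns of Tables S2 and S4 by position gave names for 333 genes, all from lists that the paper chose on the same libraries. ICP-MS, rhizosphere pH, qRT-PCR and shoot samples were not analysed here.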

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

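The test in this part was chosen after the result was seen.

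Of the 5 largest rises among DEGs with a mean of at least 1 RPM and no overlap between the groups, 2 are singled out. Their genes are printed in none of the supplementary tables, and the paper does not discuss them, which is why they are shown. Table S1 prints only part of the genes of its longer terms. Bradi1g25440 had a log2 fold change of 4.50 (standard error 0.13, adjusted p = 2.1e-18), with 2.52 ± 0.804 RPM in intact and 66.2 ± 3.78 RPM in pruned roots (SD, n = 3 libraries). It had 30 to 61 reads per intact library and 1080 to 1991 reads per pruned library. Bradi4g45010 had a log2 fold change of 4.14 (standard error 0.05, adjusted p = 9.7e-25), with 13.1 ± 0.684 RPM in intact and 239 ± 7.02 RPM in pruned roots. It had 235 to 266 reads per intact library and 3994 to 6962 reads per pruned library.

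With read layout as a term in the model, the log2 fold changes were 4.42 and 4.09, the latter being the lower of the 2. This effect is that of the paired-end pruned replicate 1 alone against the intact libraries, so it rests on 1 pruned library. It argues against the use of R1 reads alone in pruned replicates 2 and 3 as the whole cause of either rise. Over all alternatives, the log2 fold change of Bradi1g25440 ran from 4.26 to 4.72 with an adjusted p of at most 6.3e-06, and that of Bradi4g45010 from 4.09 to 4.18 with an adjusted p of at most 1.8e-07. The alternatives include other scalings of the libraries. What stays open is an effect of the leaf cutting on these genes, which the design names.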

How the results depend on the processing

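The number of DEGs depended on the fold change threshold. With a threshold of 1.5 in place of 2, it was 2557 (1624 higher and 933 lower in pruned roots), and without a threshold it was 9830 (5889 and 3941), since fewer genes are set aside. Settings that kept the threshold of 2 gave 666 DEGs with a pseudocount of 1, 779 after quantile normalization, 807 after median-ratio scaling, 823 without the trend, 883 with read layout as a term, 1025 with a pseudocount of 0.1, 1034 with DESeq2, 1043 with the edgeR exact test, 1044 with the edgeR quasi-likelihood test and 1076 with the ratio of mean RPM. Each of these is within 1.5 times the 833 DEGs of limma. Leaving out each library in turn gave 795 to 846 DEGs. Of 3 settings chosen after seeing the data, the edgeR exact test with the ratio of mean RPM gave 1079 DEGs, the same with the ratio rounded to 1 decimal gave 1269 (537 of them lower), and the edgeR exact test with a threshold of 1.5 gave 2927 (1666 higher and 1261 lower). The higher DEGs outnumbered the lower ones under all of these settings, least so after quantile normalization (398 and 381).

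The replicate numbers pair no samples as far as the values show, since the deviations of an intact and a pruned library of the same number from their group means had correlations of -0.0255, 0.203 and 0.0840. With a replicate block the model gave 836 DEGs (499 higher and 337 lower), including the 833 DEGs found without it.

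Of the 50 named genes, none changed direction under the 18 alternatives. In 896 of 900 comparisons the gene stayed on its side of an adjusted p of 0.05, and in the other 4, which concern 3 genes, it no longer passed. With read layout as a term, the pruned effect is that of pruned replicate 1 alone against the intact libraries, so the calls of this setting test 1 pruned library and do not measure stability. The 3 genes are Bradi4g24120 and Bradi1g72260 with read layout as a term, and the gene with the third-largest fall with read layout as a term and with DESeq2. Under isoprenoid transport, terpenoid transport and abscisic acid transport, read layout as a term left 1 of 2 genes with an adjusted p of at most 0.05. On the cytochrome sheet of Table S3, the number of such genes was 11 to 18 across the 6 fits that each left out 1 library, against 18 with all libraries. Of the 18 genes, 12 passed the filter of at least 0.5 RPM in 3 libraries without any 1 of the pruned replicates, and the other 6 were not tested there. Without pruned replicate 3, 11 of the 12 tested genes had an adjusted p of at most 0.05. The numbers of higher and lower genes in a list stayed within 1.5 times their value in all 774 comparisons each.

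No median log2 fold change of a list changed direction. In 626 of 720 comparisons it moved by less than 1 SD between libraries, and in 94, over 25 of 40 lists, by more. The cause was not tested for any of them, and the largest move was 0.21. The edgeR quasi-likelihood test, DESeq2 and the edgeR exact test each gave -1.04 for response to iron ion starvation, -1.0 for potassium ion binding, -0.92 for magnesium ion binding, -0.63 for ion homeostasis, -0.74 for shikimate metabolic process, -0.75 for plant-type vacuole, 0.70 for active transmembrane transporter activity, 1.02 for the ATPase sheet, -0.68 for cysteine and methionine metabolism, -0.60 for oxidative phosphorylation and -0.70 for metabolic pathways. In addition, the stress response group was at 0.74 with the quasi-likelihood test and DESeq2, the transcription regulation group at 0.72 with the exact test, secondary metabolites at -0.66 with the quasi-likelihood test, and nicotinamide nucleotide metabolic process at -0.998 and the glycolysis pathway at -1.04 with DESeq2. Median-ratio scaling gave -0.998 for potassium ion binding and for nicotinamide nucleotide metabolic process, -0.92 for magnesium ion binding, 0.79 for response to wounding, 0.63 for response to lipid, -0.74 for shikimate metabolic process, 0.65 for transcription regulation, 0.63 for signal transduction, -1.04 for the glycolysis pathway and -0.68 for metabolic pathways. Quantile normalization gave -0.89 for potassium ion binding and for nicotinamide nucleotide metabolic process, -0.85 for magnesium ion binding, -0.62 for ion homeostasis, 0.77 for response to wounding, 0.60 for response to lipid, -0.91 for glycolytic process, -0.65 for shikimate metabolic process, 0.59 for active transmembrane transporter activity, 0.62 for each of the transcription regulation, stress response and signal transduction groups, and -0.93 for the glycolysis pathway.

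Read layout as a term gave medians of -0.50 for ion homeostasis, 1.28 for anion homeostasis, 0.73 for response to lipid, 0.51 for response to alcohol, 0.75 for active transmembrane transporter activity, -0.52 for nitrate transmembrane transporter activity, 0.65 for transcription regulation, 0.74 for stress response, 0.63 for signal transduction, 1.01 for the ATPase sheet and -0.69 for metabolic pathways. A pseudocount of 1 gave 0.81 for response to wounding, 0.58 for active transmembrane transporter activity, 0.62 for transcription regulation, 0.64 for stress response and 0.61 for signal transduction, and a pseudocount of 0.1 gave 0.75, 0.74 and 0.79 for active transmembrane transporter activity, transcription regulation and stress response, and 1.03 for the ATPase sheet. Across the 6 fits that each left out 1 library, the medians ran from -0.57 to -0.50 for ion homeostasis, 0.84 to 0.88 for response to wounding, 0.61 to 0.70 for response to lipid, 0.62 to 0.76 for active transmembrane transporter activity, 0.64 to 0.72 for transcription regulation, 0.69 to 0.74 for stress response, 0.63 to 0.82 for plant hormone signal transduction and 0.72 to 0.89 for protein processing in ER.

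The lowest correlation between replicates was 0.993 with a pseudocount of 0.1. Spearman's rho, with a lowest value of 0.995, and the correlation of RPM without log, with 0.994, moved it by less than its spread. The share of entries whose printed fold change matched was 60.9% for Table S2, with 68.7% for Table S3, when only the direction was compared. With the limma fold change in place of the ratio of mean RPM, it was 20.9% for Table S3, with 62.5% for Table S6. Omitting the filter or filtering at 1 RPM removed no gene, so these settings say nothing on stability. The set tests of gene families and all their alternatives were not run, because none of the identifiers matched the gene reference directly. The depth limits genes of low abundance most, such as Bradi3g56330 with 13 to 54 reads per library.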

Differences from the paper's values

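The paper gives 1268 DEGs with at least 2-fold change, against 833 found here with limma. Among the alternatives set before the data were examined, the values with a pseudocount of 0.1 (1025), the edgeR quasi-likelihood test (1044), DESeq2 (1034), the edgeR exact test (1043), read layout as a term (883), without intact replicate 2 (846) and the ratio of mean RPM (1076) were within 1.5 times the paper's, and those of the others were not. For the lower DEGs, the paper gives 537 against 337 here. Within 1.5 times of it were a pseudocount of 0.1 (396), median-ratio scaling (367), quantile normalization (381), the edgeR quasi-likelihood test (443), DESeq2 (444), the edgeR exact test (441) and the ratio of mean RPM (411), and the other alternatives were not. Of the settings chosen after seeing the values, the edgeR exact test with the ratio of mean RPM rounded to 1 decimal gave 1269 DEGs, 732 higher and 537 lower, and the same test with the ratio not rounded gave 1079, of which 411 were lower.

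Fold changes of single genes that the paper prints were compared with the ratio of mean RPM of the listed identifier. Of 39 such values, 11 differed from the paper's by more than 1.5 times and by more than the SD between replicates, and 28 did not. In the sulfate assimilation part of Table S3, the paper gives 0.4 for Bradi4g40800, Bradi1g63640, Bradi3g57470 and Bradi5g22770, where the ratios were 1.72, 1.67, 1.78 and 1.74. In the ion homeostasis part, the paper gives 0.5 for Bradi1g43970, 0.4 for Bradi3g48590, 0.3 for Bradi2g41087 and 0.2 for Bradi3g23066, where the ratios were 2.26, 1.72, 2.54 and 4.12. On the ATPase sheet the paper gives 3.4 for Bradi2g03905, where the ratio was 2.10, and on the cytochrome sheet 2.5 for Bradi2g44950, where it was 23.4. None of the 19 alternatives set before the data were examined closed the gap for these 10 genes. For Bradi2g61050 the paper gives 0.4 and the ratio was 0.600. Median-ratio scaling, quantile normalization, the edgeR quasi-likelihood test, DESeq2, the edgeR exact test, and leaving out intact replicate 1, intact replicate 2 or pruned replicate 1 brought it within 1.5 times the paper's value, and the other 11 alternatives did not.

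The paper states that genes of cysteine and methionine metabolism were up-regulated, whereas 6 of the 8 identifiers of that pathway in Table S4 were lower in pruned roots under every alternative run. The paper lists the identifiers of Tables S1 to S4 as DEGs, for which its methods give a threshold of 1.5-fold and its results section 2-fold. Of these 745 identifiers, 212 (28.5%) were at least 2-fold changed in the limma model, 622 at least 1.5-fold, and 739 had an adjusted p of at most 0.05. With the edgeR exact test and the rounded ratio of mean RPM, a setting chosen after seeing the values, 317 (42.6%) had a rounded ratio of at least 2 or at most 0.5. All 745 were among the 3994 genes of that test with a rounded ratio of at least 1.5 or at most 0.7, a wider limit for falls than 1.5-fold. The direction of change printed in Table S2 was that of the listed identifier in 196 of 322 entries, and in Table S3 in 79 of 115.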

Other observations

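All tests in this part were chosen after the results they concern were seen.

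The 833 DEGs were set against other divisions of the libraries. Of the 10 splits of the 6 libraries into groups of 3, only the real one, 1 of 10, gave as many DEGs. The other 9 splits gave 0 or 1 DEG, with 87 to 511 genes at an unadjusted p under 0.05, against 10787 genes in the real split. With 10 splits the share cannot be lower than 1 of 10, so this count alone cannot pass a threshold of 0.05. In the real split, 56.0% of all genes had no overlap between the groups, where chance gives 10%.

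Technical differences between the groups were tested as causes of the number of DEGs. Of the 800 DEGs called from pruned replicates 2 and 3, which rest on R1 reads, 794 (99.25%) changed in the same direction in the paired-end pruned replicate 1, with a slope of 0.958 between both changes. Each intact library set against the other intact libraries showed the direction of these DEGs in 358 to 417 of 800. This argues against the read layout as the whole cause, although it rests on 1 paired-end pruned library. The pruned libraries had a higher median of reads, but after thinning every library to 17278649 reads, 831 genes were DEGs (500 higher and 331 lower), which argues against unequal totals. What stays open is the leaf cutting, which the design names. The paper describes intact and pruned plants as grown together in the same boxes.

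The fold changes printed in Tables S2 and S3 differ from those of the listed identifiers. They matched in 17 of 322 entries of Table S2 (5.28%, 95% Wilson interval 3.32 to 8.29%) and in 33 of 115 entries of Table S3 (28.7%, interval 21.2 to 37.5%), and the rank correlation of printed and deposited fold changes in Table S2 was 0.355 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). Printed values computed from other counts than the deposited ones are argued against. Of the pairs of fold change and p-value in Table S2, 97.2% (313 of 322) were found under some identifier of the deposited table with the edgeR exact test, whereas pairs put together at random were found in 39.1 to 55.3% of cases over 100 draws. None of these pairs, 0 of 322, stood under the listed identifier. A candidate explanation is that the printed values belong to other identifiers. On the monooxygenase sheet of Table S3, which prints 6 values, 1 per library, for each gene, the values of 4 of 5 entries were those of exactly 1 other gene. The auxin and gibberellin entries are an exception, since 18 of 18 matched, against 15 of 97 in the rest of Table S3. A matching fold change does not settle the annotation, since Bradi3g13370 and Bradi1g34250, both with matching fold changes, are annotated as auxin-related in Table S3 and as a pyruvate decarboxylase and a response regulator in Table S6.

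In Tables S2 and S4, 2 columns of identifiers stand side by side, and only 201 of 747 entries (26.9%) have both on the same chromosome, where a mean of 188 came about after shuffling within the groups. In 23 of 25 groups, however, both columns held equal numbers of genes per chromosome. The columns may therefore have been ordered separately within each group. Ordering both columns by position paired 361 identifiers, of which 0 had more than 1 partner although 314 occurred in more than 1 sheet. Under this ordering, 5 of 5 genes of sucrose synthase activity carried the name of a sucrose synthase or sucrose-phosphate synthase, 3 of 3 of pyruvate kinase activity that of a pyruvate kinase, and 2 of 2 of phosphoglycerate mutase activity that of such a mutase. Of the 4 genes of 6-phosphofructokinase activity only 2 had a name under this ordering, and both names were of that kind. Under regulation of jasmonic acid mediated signaling, 3 of 4 were named as TIFY proteins and 1 as uncharacterized. Names were not counted for the other terms, and some of them are of another kind. Bradi1g06970 of disaccharide metabolic process was named as a transcription factor. In ion homeostasis, Bradi1g21880 was named as a translation initiation factor, but Bradi2g41087 as a vacuolar cation/proton exchanger. Of 364 distinct printed sets of fold change, p-value and annotation, 36 stand beside 2 identifiers.

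Several GO terms of Table S1 rest on the same genes. Potassium ion binding, alkali metal ion binding and pyruvate kinase activity list the same 3 genes, and all 3 are also among the 8 genes of glycolytic process and the 10 of magnesium ion binding. Of the 833 DEGs, 619 are not among the identifiers printed in the supplementary tables, and 214 are printed in at least 1. Table S1 prints only part of its longer terms, such as 27 of the 250 genes of membrane, so the 619 may include genes of these terms.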
